# Uptake of osteoblast-derived extracellular vesicles promotes the differentiation of osteoclasts in the zebrafish scale

**DOI:** 10.1038/s42003-020-0925-1

**Published:** 2020-04-23

**Authors:** Jingjing Kobayashi-Sun, Shiori Yamamori, Mao Kondo, Junpei Kuroda, Mika Ikegame, Nobuo Suzuki, Kei-ichiro Kitamura, Atsuhiko Hattori, Masaaki Yamaguchi, Isao Kobayashi

**Keywords:** Bone remodelling, Differentiation

## Abstract

Differentiation of osteoclasts (OCs) from hematopoietic cells requires cellular interaction with osteoblasts (OBs). Due to the difficulty of live-imaging in the bone, however, the cellular and molecular mechanisms underlying intercellular communication involved in OC differentiation are still elusive. Here, we develop a fracture healing model using the scale of *trap:GFP*; *osterix:mCherry* transgenic zebrafish to visualize the interaction between OCs and OBs. Transplantation assays followed by flow cytometric analysis reveal that most *trap:GFP*^high^ OCs in the fractured scale are detected in the *osterix:mCherry*^+^ fraction because of uptake of OB-derived extracellular vesicles (EVs). In vivo live-imaging shows that immature OCs actively interact with *osterix:mCherry*^+^ OBs and engulf EVs prior to convergence at the fracture site. In vitro cell culture assays show that OB-derived EVs promote OC differentiation via Rankl signaling. Collectively, these data suggest that EV-mediated intercellular communication with OBs plays an important role in the differentiation of OCs in bone tissue.

## Abstract (web summary)

Kobayashi-Sun et al. characterise the healing of fractured bone in the transgenic zebrafish scale by transplantation assays and live imaging, revealing that immature osteoclasts engulf osteoblast-derived extracellular vesicles (EVs) under fracture stress, leading to osteoclast differentiation. This study provides insights into the role of EVs in osteoclastogenesis.

## Introduction

Over the past few decades, the zebrafish and medaka have emerged as attractive genetic models in a variety of research fields due to their many unique advantages, including external development, large offspring numbers, transparency of embryos, short generation time, and availability of transgenic and mutant lines. In the field of bone research, some transgenic lines have been generated to visualize osteoclasts (OCs) and osteoblasts (OBs) in zebrafish and medaka^1,2^. The zebrafish scale is a thin membranous bone embedded in the skin that consists of OBs, OCs, and bone matrix. Although the structure of zebrafish scales is rather simple compared with mammalian bones^3–5^, various in vivo and in vitro studies have demonstrated that OCs and OBs in teleost scales respond to hormones and other substances as one would predict from observation of the mammalian bone^6–12^, indicating that fundamental cellular and molecular programs that regulate OCs and OBs are highly conserved amongst vertebrates. In addition, this “surface” bone tissue enables in vivo live-imaging of OCs and OBs using fluorescent transgenic lines.

OCs differentiate from hematopoietic stem cells and fuse to become mature multinucleated OCs, which can resorb bone via secretion of hydrochloric acid^13,14^. In contrast, OBs arise from mesenchymal stem cells and can produce bone matrix in response to a wide variety of growth factors^15^. OBs also regulate the formation and activity of OCs via signaling molecules^16^, highlighting the importance of cell–cell communication in osteoclastogenesis.

There are two well-documented modes of intercellular communication in OC differentiation. The first mode is through direct contact between OBs and OC precursors, allowing membrane-bound ligands and receptors to interact and initiate intercellular signaling (e.g. receptor activator of nuclear factor kappa B ligand (RANKL)-RANK signaling). The second mode is dependent on diffusible paracrine factors, including cytokines secreted by OBs and acting on OC precursors via diffusion (e.g. macrophage-colony stimulating factor (M-CSF))^17–19^. Recent studies indicate that OB-derived extracellular vesicles (EVs) can be considered a third mode of communication in OC differentiation. Two groups demonstrated that EVs shed from OBs contain RANKL proteins and can transfer signals to OC precursors through the cell-surface receptor RANK, leading to the formation of OCs^20,21^.The molecular composition of EVs is thought to be strictly regulated in the releasing cell by the external stimuli^22,23^. Multiple studies have consistently demonstrated that EVs transfer proteins, lipids, and RNAs between various cell types, thus mediating intercellular communication^24,25^. It is also reported that OC-derived EVs promote OB differentiation or inhibit osteoclastogenesis^26,27^. Due to the difficulty of live-imaging in the bone, however, it is still unknown if immature OCs actually obtain OB-derived EVs in vivo to promote their differentiation.

In the present study, we generated a double transgenic zebrafish, *trap:GFP*; *osterix:mCherry*, which labels OCs and OBs with GFP and mCherry, respectively. Combined with intubation anesthesia, it is possible to visualize and trace the dynamics of OCs and OBs during the fracture-healing process in the scale. Taking advantage of this system, we uncovered that immature OCs engulf OB-derived EVs under fracture stress, leading to the differentiation of OCs.

## Results

### Convergence and fusion of OCs in the fractured scale

To visualize OCs and OBs in the zebrafish scale, we generated a double-transgenic zebrafish, *trap:GFP*; *osterix:mCherry*, which expresses GFP and mCherry under the control of the OC-specific *trap* (*tartrate-resistant acid phosphatase*, also known as *acid phosphatase 5a, tartrate resistant* (*acp5a*)) and OB-specific *osterix* (also known as *sp7 transcription factor*) enhancer, respectively. Confocal imaging of extracted scales revealed that *osterix:mCherry*^+^ cells were distributed throughout the scale including the epidermis and dermis area under physiological conditions, while *osterix:mCherry*^bright^ cells were limited at the edge region of the scale. In contrast, only a few, mostly small and round *trap:GFP*^+^ cells were observed (Fig. 1a). In order to induce fracture stress in the scale, the epidermis area of the scale was cut with fine scissors and confocal imaging was performed at 2 days post-fracture (dpf). We found that the fracture site was surrounded by many *trap:GFP*^bright^ cells having more than 10 nuclei (Fig. 1b), indicating that multinucleated OCs are formed under fracture stress.

**Fig. 1:**
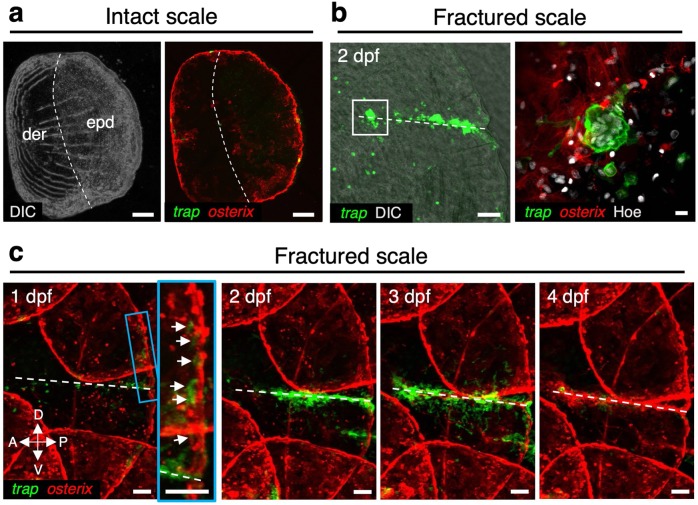
*trap:GFP*^+^ cells converged at the fracture site in the zebrafish scale. **a**, **b** Representative images of an intact **a** or fractured scale **b** in *trap:GFP*; *osterix:mCherry* double-transgenic zebrafish. Dotted lines in **a** show a boundary of the dermis (der) and epidermis (epd) area. The right panel in **b** shows a high magnification view of the white boxed area in the left panel. **c** Representative time-course changes of a fractured scale. The inset in the left panel shows a high magnification view of the blue boxed area. Images are orientated with the dorsal side to the top and anterior side to the left. Arrows indicate *trap:GFP*^+^ cells observed in the edge area of the fractured scale. Dotted lines in **b** and **c** show the fracture site. DIC differential interference contrast. Hoe Hoechst 33342; dpf days post-fracture; bars, 200 μm **a**; 10 μm (right panel in **b**); 100 μm (left panel in **b**, **c**). Experiments were performed twice with three biological replicates in each group **a**–**c**.

To further examine fracture healing in the scale, in vivo time-course imaging was performed using an intubation anesthesia system (Supplementary Fig. 1). As shown in Fig. 1c, some small round *trap:GFP*^+^ cells converged in the vicinity of the fracture site at 1 dpf. Interestingly, many *trap:GFP*^+^ cells were detected around the edge region near the fracture site where *osterix:mCherry*^bright^ cells are abundantly observed. These *trap:GFP*^+^ cells appeared to closely interact with *osterix:mCherry*^bright^ cells. At 2 dpf, *trap:GFP*^+^ cells in the edge region decreased, but a large number of *trap:GFP*^bright^ cells appeared and covered the fracture site. These observations suggest that immature OCs interact with OBs mainly in the edge region of the scale prior to reaching the fracture site. After 4 dpf, the number of *trap:GFP*^+^ cells began to decrease, and the fracture site was covered with *osterix:mCherry*^+^ cells instead, leading to bone formation at the fracture site by OBs. Time-lapse imaging of the fractured scale in *trap:GFP* animals revealed that actively migrating *trap:GFP*^+^ cells fused to generate multinucleated OCs around the fracture site at 1 dpf. These fused cells were larger in size and brighter in GFP expression compared to unfused *trap:GFP*^+^ cells (Supplementary Movies 1 and 2). These data indicate that *trap:GFP* and *osterix:mCherry* finely label OCs and OBs, respectively, and that the fractured scale model is useful to investigate the differentiation process of OCs in vivo.

### OCs possess mCherry^+^ particles in the cytoplasm

To isolate and characterize OCs and OBs in the fractured scale, cells were collected from scales in *trap:GFP*; *osterix:mCherry* double-transgenic animals and analyzed by flow cytometry (FCM). We detected *trap:GFP*^+^ cells and *osterix:mCherry*^+^ cells in both intact and fractured scales at 1 dpf. Unexpectedly, however, most *trap:GFP*^+^ cells were detected in the *osterix:mCherry*^+^ fraction in the scale (Fig. 2a). The percentage of *trap:GFP*^low^ *osterix:mCherry*^+^ (“GFP^low^”) and *trap:GFP*^high^ (“GFP^high^”) cells significantly increased in fractured scales compared with intact scales (Supplementary Fig. 2a). Within the *trap:GFP*^high^ fraction, 75.1 ± 3.8% of cells were detected in the mCherry^+^ fraction (*n* = 6, ±s.d.) (Supplementary Fig. 2b). We also examined the absolute number of *trap:GFP*^−^ *osterix:mCherry*^+^ (“mCh^+^”), GFP^low^, and GFP^high^ cells in an intact or fractured scale. The number of GFP^low^ and GFP^high^ cells was approximately 2.1 and 3.7 times higher in the fractured scale compared with the intact scale, respectively, whereas that of mCh^+^ cells was unchanged (Fig. 2b).

**Fig. 2:**
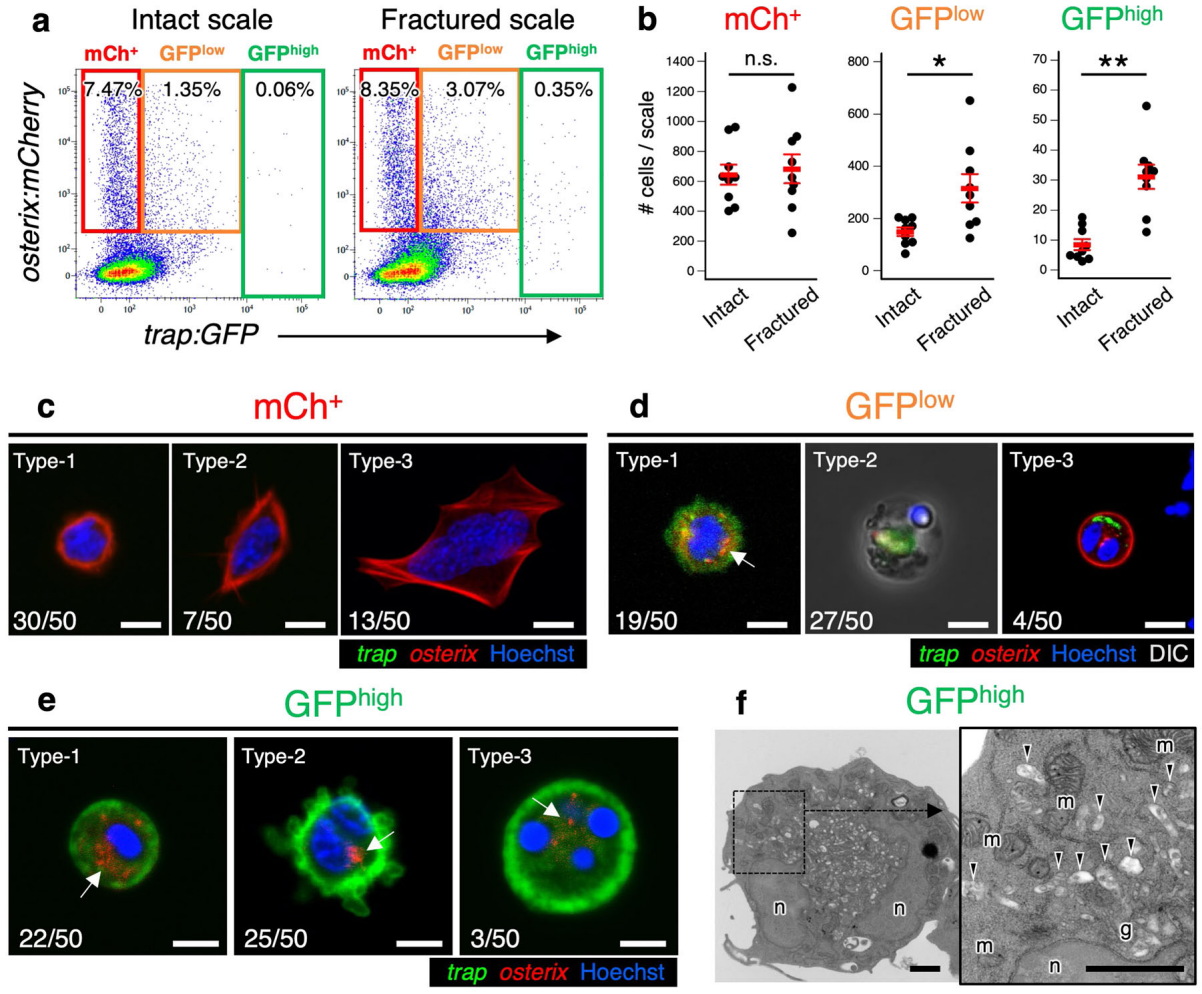
OCs contain *osterix:mCherry*^+^ particles. **a** Representative results of flow cytometric analysis of cells from intact (left panel) or fractured scales at 1 day post-fracture (dpf) (right panel). Red, orange, and green gate show *trap:GFP*^–^ *osterix:mCherry*^+^ (“mCh^+^”), *trap:GFP*^low^ *osterix:mCherry*^+^ (“GFP^low^”), and *trap:GFP*^high^ (“GFP^high^”) cells, respectively. **b** Absolute number of mCh^+^, GFP^low^, and GFP^high^ cells in an intact or fractured scale at 1 dpf. Error bars, s.e.m. (*n* = 9 for each group); n.s., no significance; *p < 0.05; **p < 0.001 by Student’s *t*-test. **c**–**e** Representative fluorescent images of mCh^+^ **c**, GFP^low^ **d**, and GFP^high^ cells **e**. Arrows indicate an *osterix:mCherry*^+^ particle observed in the cytoplasm. Numbers in bottom left of panels indicate the number of cells showing the displayed morphology over the total number of analyzed cells. DIC differential interference contrast. **f** Representative electron microscopic images of a GFP^high^ cell. Arrowheads show vesicles, which include secondary lysosomes, early endosomes, and multi-vesicular bodies. n nucleus; m mitochondrion; g Golgi apparatus; bars, 5 μm **c**–**e**; 1 μm **f**. Experiments were performed twice with nine biological replicates **a**, **b** and two biological replicates **c**–**f** in each group.

Cells within the mCh^+^, GFP^low^, and GFP^high^ fraction at 1 dpf were separately sorted, plated on a fibronectin-coated glass-bottom dish, and analyzed by confocal microscopy. Cells within the mCh^+^ fraction contained at least three different types of OBs: small and round cells (type-1), small and spindle-shaped cells (type-2), and large, highly spread cells (type-3). Type-1 mCh^+^ cells were most frequently observed (~60%) (Fig. 2c). Cells within the GFP^low^ fraction appeared mostly small and round and were mononucleated (type-1). Some GFP^low^ cells did not express GFP diffusely, but contained GFP^+^ fragments in the cytoplasm, appearing to be phagocyte-like cells (type-2) or mCh^+^ OBs (type-3) (Fig. 2d). In contrast, cells within the GFP^high^ fraction contained different types of OCs. Some cells were small and round with a single nucleus (type-1), while others exhibited an ameba-like morphology with many pseudopodia and one or two nuclei (type-2). A few GFP^high^ cells had three to four nuclei and were relatively larger in size (type-3), suggesting that various stages of OCs may exist in the GFP^high^ fraction (Fig. 2e). We also found that type-2 OCs very actively migrated in vitro in contrast to type-1 and type-3 OCs, which exhibited low motility (Supplementary Movies 3 and 4). Interestingly, most *trap:GFP*^+^ cells possessed mCherry^+^ particles in the cytoplasm (Fig. 2d, e). Electron microscopic analysis revealed that GFP^high^ cells had small protrusions, irregular-shaped nuclei, abundant mitochondria, and compact Golgi apparatus located close to the nucleus (Fig. 2f), which are representative morphological features of OCs^28^. We also observed various types of vesicles, including secondary lysosomes, early endosomes, and multi-vesicular bodies, in the cytoplasm of GFP^high^ cells (Fig. 2f).

### Transplantation confirms uptake of OB-derived EVs in OCs

Having shown that most *trap:GFP*^+^ cells possessed mCherry^+^ particles, we hypothesized that immature OCs engulf OB-derived EVs to become mature OCs under fracture stress. Since OCs have been shown to originate from hematopoietic stem cells in mammals^29^, we performed two different hematopoietic cell transplantation assays in order to examine if donor-derived OCs can obtain OB-derived particles in the recipient scale. First, kidney marrow cells (KMCs), which contain a variety of hematopoietic cells including hematopoietic stem cells^30,31^, were collected from *trap:GFP*; *osterix:mCherry* double-transgenic animals and were transplanted into wild type recipients irradiated with sublethal dose of X-ray. At 20 weeks post-transplantation, fractured scales in recipients were analyzed by FCM or confocal microscopy (Fig. 3a, “Transplantation-1”). We detected only *trap:GFP* single-positive cells, but not *osterix:mCherry*-expressing cells, in the scale of recipients (Fig. 3b, c; *n* = 3), indicating that *trap:GFP*^+^ OCs originate from hematopoietic stem cells in zebrafish, as has been shown in mammals^29^. We next transplanted KMCs from *trap:GFP* single-transgenic animals into irradiated *osterix:mCherry* single-transgenic recipients (Fig. 3a, “Transplantation-2”). In this experiment, we detected GFP and mCherry double-positive cells in the fractured scale of *osterix:mCherry* recipients. The mean percentage of mCherry^+^ cells within the *trap:GFP*^high^ fraction was approximately 48.1 ± 13.5% (*n* = 4, ±s.d.) in recipient scales (Fig. 3b).

**Fig. 3:**
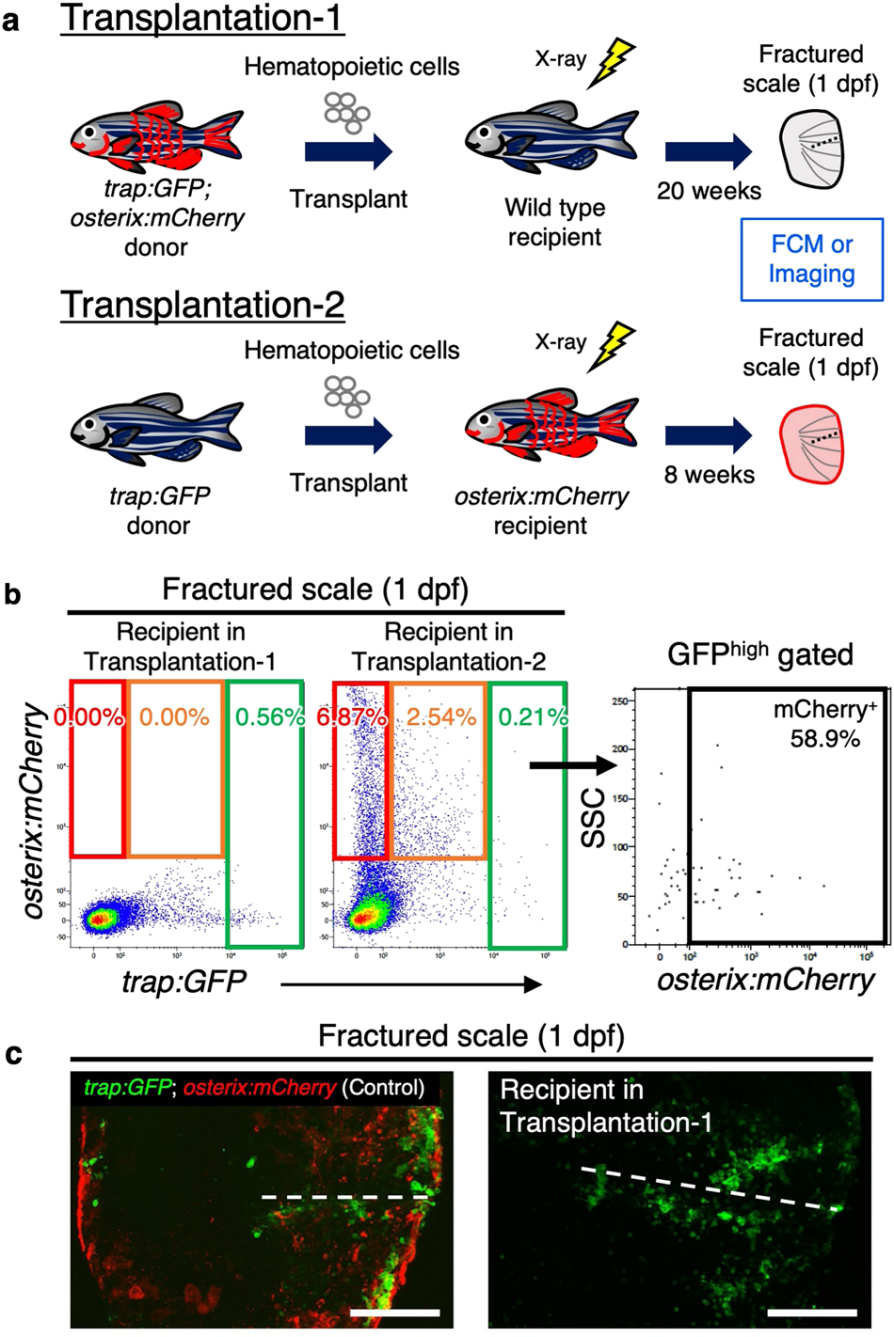
Transplantation assays confirm uptake of OB-derived EVs in OCs. **a** Schematic diagram of transplantation assays. Hematopoietic cells from *trap:GFP*; *osterix:mCherry* double-transgenic zebrafish kidney were transplanted into wild type recipients irradiated with sublethal dose of X-ray (Transplantation-1, *n* = 3). Hematopoietic cells from *trap:GFP* single-transgenic zebrafish kidney were transplanted into *osterix:mCherry* single-transgenic recipients (Transplantation-2, *n* = 4). After 20 or 8 weeks post-transplantation, cells in scales at 1 day post-fracture (dpf) were analyzed by flow cytometry (FCM) and/or confocal microscopy. **b** Representative results of FCM analysis in fractured scales from a recipient in Transplantation-1 (left) and recipient in Transplantation-2 (midle). Red, orange, and green gate show *trap:GFP*^−^ *osterix:mCherry*^+^ (“mCh^+^”), *trap:GFP*^low^ *osterix:mCherry*^+^ (“GFP^low^”), and *trap:GFP*^high^ (“GFP^high^”) cells, respectively. GFP^high^ cells in a recipient of Transplantation-2 are displayed in an *osterix:mCherry* vs. side scatter (SSC) dot plot (right panel). **c** Representative images of a fractured scale from a *trap:GFP*; *osterix:mCherry* double-transgenic animal (left) and recipient in Transplantation-1 (right). Dotted lines indicate the fracture site. Both images showed merged channels of GFP and mCherry. Bars, 100 μm. Experiments were performed twice with three or four biological replicates in each group.

Supporting these observations, live-imaging analysis of the fractured scale in a *trap:GFP*; *osterix:mCherry* double-transgenic animal revealed that a *trap:GFP*^+^ OC actively interacted with *osterix:mCherry*^+^ OBs and obtained mCherry^+^ particles prior to reaching the fracture site (Supplementary Movie 5). Interestingly, we observed that a *trap:GFP*^+^ cell extended the protrusion toward mCherry^+^ particles and engulfed them into the cytoplasm (Fig. 4, Supplementary Movie 6). Collectively, these data suggest that *trap:GFP*^+^ OCs obtain OB-derived EVs in the fractured scale.

**Fig. 4:**
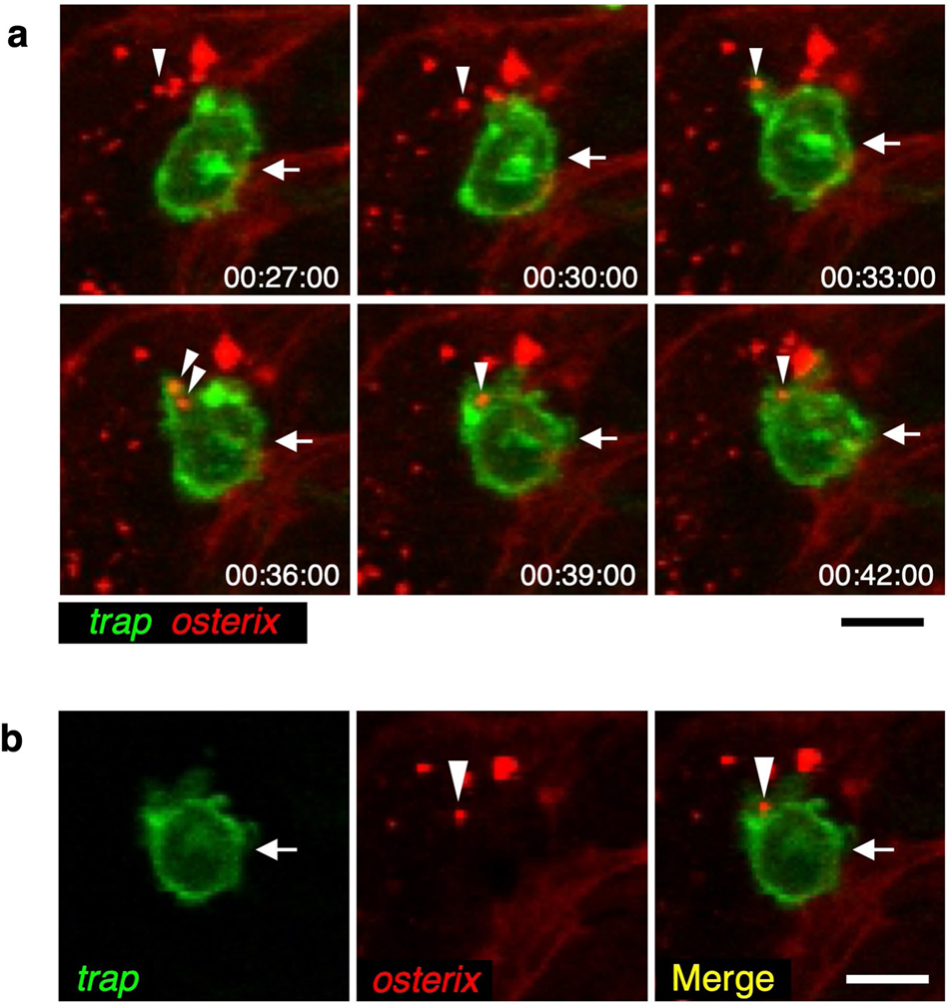
*trap:GFP*^+^ OCs engulf OB-derived EVs. **a** Representative time-lapse imaging of the fractured scale in a *trap:GFP*; *osterix:mCherry* double-transgenic animal. Six sequences from Supplementary Movie 6 are presented, documenting the stepwise engulfment of OB-derived EVs (arrowheads) by a *trap:GFP*^+^ cell (arrows). **b** Single plane of a z-stack of a *trap:GFP*^+^ cell at the time point of 39 min. Images show a green (*trap:GFP*), red (*osterix:mCherry*), and merged channel. Bars, 10 μm. Experiments were performed six times with similar results.

### OB-derived EVs contain abundant signaling molecules

To isolate and characterize OB-derived EVs in the scale, we next attempted to isolate OB-derived EVs in fractured scales by FCM using Hoechst 33342 (Hoe), a fluorescent dye that stains the DNA in living cells. Cells dissected from fractured scales at 1 dpf were stained with Hoe and analyzed by FCM. We detected not only an mCh^+^ Hoe^high^ fraction but also an mCh^+^ Hoe^low^ fraction, in which non-nucleated *osterix:mCherry*^+^ particles with very low forward scatter (FSC) intensity were identified (Fig. 5a). Ultrastructure of isolated mCh^+^ Hoe^low^ particles showed that a part of particles, especially large particles, contained some cell compartments, including mitochondria and vesicles, while small particles showed vesicular nature without cellular organelles (Fig. 5b). Negative staining followed by electron microscopic analysis revealed that most mCh^+^ Hoe^low^ particles were 0.6–1.5 μm in diameter, whereas a minority of particles were more than 2 μm (Fig. 5c, d). We found that the number of mCh^+^ Hoe^low^ particles was approximately three times higher in the fractured scale than the intact scale, suggesting that OB-derived EVs are released in response to fracture stress (Fig. 5e).

**Fig. 5:**
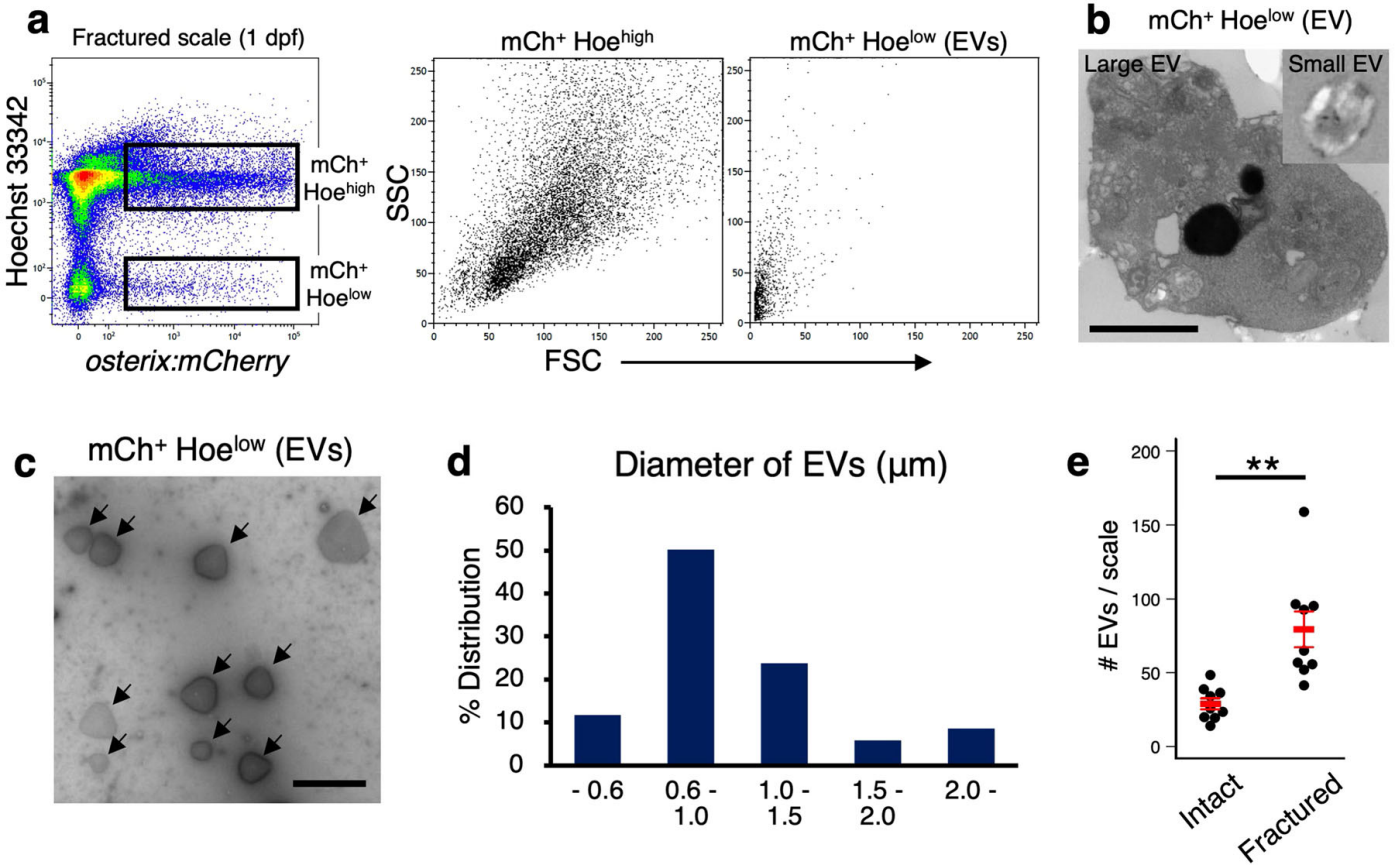
Isolation of OB-derived EVs. **a** Representative flow cytometric analysis of cells in fractured scales at 1 day post-fracture (dpf) from an *osterix:mCherry* single-transgenic zebrafish. Gated regions in the left panel indicate the *osterix:mCherry*^+^ Hoecht 33342^high^ (mCh^+^ Hoe^high^) cell fraction and mCh^+^ Hoe^low^ EV fraction. mCh^+^ Hoe^high^ cells and mCh^+^ Hoe^low^ EVs are displayed in a forward scatter (FSC) vs. side scatter (SSC) dot plot (middle and right panels, respectively). **b** Representative electron microscopic images of isolated large and small EVs. **c** Representative image of isolated EVs negatively stained. Arrows indicate an EV. **d** Percent size distribution of EVs (*n* = 223). **e** Absolute number of mCh^+^ Hoe^low^ EVs in an intact and fractured scale at 1 dpf. **p < 0.01 (*n* = 9 for each group). Bars, 1 μm **b**; 2 μm **c**. Experiments were performed twice with two biological replicates **a**–**d** and nine biological replicates **e** in each group.

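RNA of sorted mCh+, GFP low and GFP high cells and of EVs from fractured scales was copied and amplified by Quartz-Seq, which primes polyadenylated RNA with oligo-dT and multiplies the cDNA by PCR. The method adds no molecular identifiers to the cDNA, so the limits given from read numbers cover counting error only. The authors mapped the reads to the zebrafish genome GRCz11 with HISAT2 2.1.0 and calculated RPM with Subread 1.6.4. The deposited RPM values of 32057 Ensembl genes, listed to 2 decimals, were used as they stand. The annotation release and the strand setting are not given in the sources used here. Of the 8 libraries, the values listed for both mCh+ replicates were the same for all 32057 genes, whereas the replicates of GFP low, GFP high and EV shared 10858, 12646 and 15301 values. The mCh+ fraction was therefore counted as 1 library, and 7 distinct libraries were analysed. An mCh+ level has no s.d., and its spread was taken to be that of the other fractions, which no replicate can check here. All values were whole multiples of 1 read within 0.005 RPM, and this gave 14948034 reads in genes for mCh+, 24435509 and 24344420 for GFP low, 12946256 and 11814593 for GFP high, and 20410175 and 20190447 for EV. A level of 3 reads is 0.201 RPM in mCh+, 0.123 in GFP low, 0.232 and 0.254 in GFP high, and 0.147 and 0.149 in EV.
Fewer genes were listed above 0 in the EV libraries than in those of cells. In EV, 15195 and 14125 genes were listed above 0, against 18446 in mCh+, 19176 and 19515 in GFP low and 17686 and 17348 in GFP high. Fractions were compared with limma-trend 3.58.1 on log2(RPM + 1) over the 14006 genes with at least 1 RPM in at least 2 libraries, in 1 fit with 3 residual degrees of freedom. A further 365 genes reached 1 RPM in mCh+ alone and were not tested. Each fraction was set against the mean of the other 3, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change beyond 1 in either direction. On this scale the fold changes of genes with few reads are understated. Gene lists were tested as a whole with camera, with a preset correlation of 0.01 between genes and again with the correlation estimated from the data. Symbols come from a gene-name table that covers 28988 of the genes and in which the last letter of some paralogs is missing (*acp5* for *acp5a*, *col1a1* for *col1a1b*). Because 1770 symbols stand for more than 1 gene, Ensembl IDs are given for main genes, and paralogs may share reads.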

To further characterize OCs, OBs, and OB-derived EVs, we performed RNA-seq analysis on four different populations in the fractured scale at 1 dpf: GFP^–^ mCh^+^ Hoe^high^ (“mCh^+^” fraction), GFP^low^ mCh^+^ Hoe^high^ (“GFP^low^” fraction), GFP^high^ Hoe^high^ (“GFP^high^” fraction), and mCh^+^ Hoe^low^ (“EV” fraction) (Fig. 6a). Principal component analysis (PCA) showed that GFP^low^ and GFP^high^ were very closely associated, whereas mCh^+^ and EV were far from each other (Fig. 6b). 

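Heat shock genes set the main axis of the PCA of centred RPM values, and bone matrix genes the other. *hsp70l* (ENSDARG00000055723), a stress-induced chaperone gene, carried 28.6% of PC1 and was listed at 44627 RPM in mCh+, 37701 in GFP low, 36870 in GFP high and 22426 in EV. *hsp70.3* carried 22.2% of PC1, with 34501, 23974, 23597 and 11934 RPM in the same order. Whether the handling of the scales before sorting set the levels of these heat shock genes was not tested. *lgmn*, a lysosomal protease gene of macrophages, carried 5.6% of PC1, and *apoeb*, an apolipoprotein gene, 3%. On PC2, *spp1* (osteopontin) carried 15.6%, *col1a2* 14.4%, the creatine kinase gene *ckb* 7.6% and *ctsk* 5%. *ckb* was listed at 9524 RPM in GFP high, 1752 in GFP low, 1019 in mCh+ and 803 in EV.
PC1 held 51.1% and PC2 33.1% of the variance. On both components the centres of GFP low and GFP high lay 22157 RPM apart and those of mCh+ and EV 44384 apart, a ratio of 0.499 (s.d. 0.0464 over the choices of 1 replicate per fraction). The centre of GFP low lay 23029 RPM from mCh+ and 23835 from EV, and GFP high lay 37642 from mCh+ and 36414 from EV. Replicates lay 4942 RPM apart in GFP low, 555 in GFP high and 7452 in EV. Without centring, PC1 held 95.2% of the sum of squares, which takes in the mean level of each gene, and the ratio was 0.23. On the 500 genes of highest variance in log2(RPM + 1) the ratio was 1.47.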

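Genes with which OCs dissolve bone were higher in the GFP high fraction than in the mean of the other fractions. *acp5* (ENSDARG00000019763), the tartrate-resistant acid phosphatase gene, was at 1335 ± 287 RPM in GFP high, 152 ± 11.7 in GFP low and 39.4 ± 5.39 in EV (s.d., n = 2 each) and 12.5 in mCh+ (n = 1). Its log2 fold change was 4.92 (SE 0.2, adjusted p = 0.000196). The upstream region of this gene drives the GFP on which the cells were sorted, so its level is not independent of the gates. The protease of *ctsk* (ENSDARG00000040251) cleaves bone collagen. Its RNA was at 8920 ± 725, 3236 ± 405, 1942 ± 317 and 1719 RPM in the same order (2.01, SE 0.14, adjusted p = 0.000641). *nfatc1* (ENSDARG00000036168), a transcription factor gene of OC differentiation, was at 345 ± 86.6 RPM in GFP high against 119 ± 0.0778 in GFP low, 21.5 ± 8.27 in EV and 124 in mCh+ (2.31, SE 0.27, adjusted p = 0.00295). *mmp9* (ENSDARG00000042816) was at 3731 ± 1537 RPM in GFP high, and at 800 ± 179, 625 ± 266 and 901 RPM in GFP low, EV and mCh+ (2.25, SE 0.32, adjusted p = 0.00632). Subunit genes of the vacuolar proton pump, which acidifies the resorption pit, were higher too. Among them were *atp6v0c* (ENSDARG00000057853; 2.03, SE 0.14), *tcirg1* (ENSDARG00000105142; 2.11, SE 0.17), *atp6v1h* (1.74, SE 0.17) and *atp6v1a* (1.88, SE 0.22). *mmp13b*, *ca2* and *hif1aa* were also higher, with log2 fold changes of 2.75, 2.76 and 2.82. *csk* (ENSDARG00000067996) was at 69 ± 9.08 RPM in GFP high, 44.8 ± 1.3 in GFP low, 39.8 ± 1.93 in EV and 46.2 in mCh+. It did not pass (0.65, SE 0.21, adjusted p = 0.109). *itgb3* (ENSDARG00000045070), an integrin gene of OC attachment, was at 35 ± 11, 12.8 ± 2.15, 16.6 ± 8.37 and 12.8 RPM and did not pass either (1.27, SE 0.39, adjusted p = 0.0905).
Of the 21 tested OC genes that the study selected for Fig. 6c, 14 were higher in GFP high, 0 lower and 7 did not pass (15 higher and 0 lower when adjusted over the list alone). The study chose them, so their shared direction is not independent evidence. As a list they had a camera adjusted p = 2.05e-15, and adjusted p = 0.0939 with an estimated correlation. Of 26 OC resorption and fusion genes listed before the data were examined, 13 were higher, 0 lower and 13 did not pass (15 higher when adjusted over the list alone). This list had adjusted p = 3.89e-11, and adjusted p = 0.0939 with an estimated correlation. It shares *ctsk*, *acp5*, *mmp9*, *ca2*, *nfatc1*, *itgb3* and *tcirg1* with the genes of Fig. 6c, so it is not a separate check of them. Its genes outside Fig. 6c include the bicarbonate exchanger gene *slc4a2* (2.42) and the fusion gene *ocstamp* (2.43), which were higher. The xanthophore gene *gch2* was higher in GFP high as well, at 501 ± 134 RPM against 318 ± 12.3 in GFP low, 52.8 ± 14.9 in EV and 0.94 in mCh+. *nfatc1* (2.05) and *atp6v1a* (1.56) did not pass without GFP high replicate 1, and *mmp9* did not without GFP high replicate 1 (1.81) or GFP low replicate 2 (2.17). *ca2* (2.58 and 2.94) and *hif1aa* (2.55 and 3.08) did not pass without GFP high replicate 1 or GFP high replicate 2.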

We found that OC-related genes, such as *nfatc1* (*nuclear factor of activated T cells 1*), *ctsk* (*cathepsin K*), *mmp9* (*matrix metallopeptidase 9*), *csk* (*C-terminal Src kinase*), *itgb3b* (*integrin beta 3b*), and *atp6v* (*ATPase, H* + *transporting V*) family genes, were enriched in the GFP^high^ fraction (Fig. 6c). In contrast, OB-related genes, such as *alpl* (*alkaline phosphatase, biomineralization associated*), *col1a1a* (*collagen, type I, alpha 1a*), *runx2b* (*RUNX family transcription factor 2b*), *wnt10b* (*wingless-type MMTV integration site family, member 10b*), *efnb2a* (*ephrin-B2a*), *csf1a* (*colony stimulating factor 1a*), and *tgfb1a* (*transforming growth factor, beta 1a*), were highly expressed in the mCh^+^ fraction (Fig. 6d).

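Collagen and matrix genes of OBs were higher in the single mCh+ library than in the mean of the other fractions. *col1a1a* (ENSDARG00000012405), the gene of a type I collagen chain, was at 2594 RPM in mCh+ (n = 1) against 784 ± 73.1 in GFP low, 173 ± 80.8 in GFP high and 547 ± 146 in EV (s.d., n = 2 each). The log2 fold change was 2.66 (SE 0.37, adjusted p = 0.0147). *col1a2* (ENSDARG00000020007) was at 17068 RPM in mCh+, 6359 ± 251 in GFP low, 1077 ± 534 in GFP high and 3789 ± 1044 in EV (2.57, SE 0.37, adjusted p = 0.0156). *sparc* (ENSDARG00000019353), osteonectin, was at 2735, 1249 ± 35, 246 ± 35.2 and 1159 ± 2.06 RPM (1.95, SE 0.18, adjusted p = 0.00719). *efnb2* (ENSDARG00000074050), a ligand gene of OB and OC contact signaling, was at 7.83 RPM in mCh+ and 3.92 ± 0.445 in GFP low and was listed at 0 in both EV libraries (2.34, SE 0.46, adjusted p = 0.0404). Which gene is the *efnb2a* of the paper is not given by the symbol: a more abundant one, *efnb2* (ENSDARG00000020164), was at 50.6 RPM in mCh+, 31.1 in GFP low, 21.3 in GFP high and 26.4 in EV and did not pass (0.98, SE 0.45, adjusted p = 0.304). The OB genes *alpl*, *runx2b*, *wnt10b*, *csf1a* and *tgfb1a* did not pass. For *alpl* (ENSDARG00000015546), alkaline phosphatase, mCh+ was at 28 RPM and EV at 27.3 ± 13.9, and GFP low and GFP high were at 12 ± 0.12 and 8.69 ± 2.23 (0.96, SE 0.48, adjusted p = 0.344). *runx2b* was at 14.2 RPM in mCh+ (1.96, SE 0.81, adjusted p = 0.251) and *wnt10b* at 7.36 (1.66, SE 0.6, adjusted p = 0.186). The growth factor genes *csf1a* and *tgfb1a* were at 32.3 RPM (2.61, SE 0.57, adjusted p = 0.0534) and 58.8 RPM (1.52, SE 0.5, adjusted p = 0.157).
Of 18 tested genes that the study selected for Fig. 6d, 5 were higher in mCh+, 0 lower and 13 did not pass (9 higher and 1 lower when adjusted over the list alone). Since they were selected, their direction is not independent evidence. Camera gave adjusted p = 6.55e-07, and adjusted p = 0.0777 with an estimated correlation. Of 28 OB differentiation and mineralization genes, *postn*, *phospho1*, *dlx5* and *dlx3* were higher in mCh+, *spp1* was lower and 23 did not pass (10 higher and 3 lower when adjusted over the list alone). Together these genes had adjusted p = 0.000353, and adjusted p = 0.132 with an estimated correlation. *phospho1*, a phosphatase gene of mineralization, was at 19.9 RPM in mCh+ and 1.92, 0.81 and 0.25 in GFP low, GFP high and EV, whereas *spp1* was at 475 RPM in mCh+ and 13215 ± 3836 in GFP high. Of 13 dermal fibroblast markers, 6 were higher in mCh+, 0 lower and 7 did not pass (9 higher when adjusted over the list alone). No OB gene passed without GFP low replicate 1 or without GFP low replicate 2, where the log2 fold change of *col1a1a* was 2.63 and 2.69. *efnb2* (ENSDARG00000074050) did not pass either without GFP high replicate 1 (2.30) or GFP high replicate 2 (2.38), nor with a pseudocount of 0.1 RPM or with the replicate block.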

**Fig. 6:**
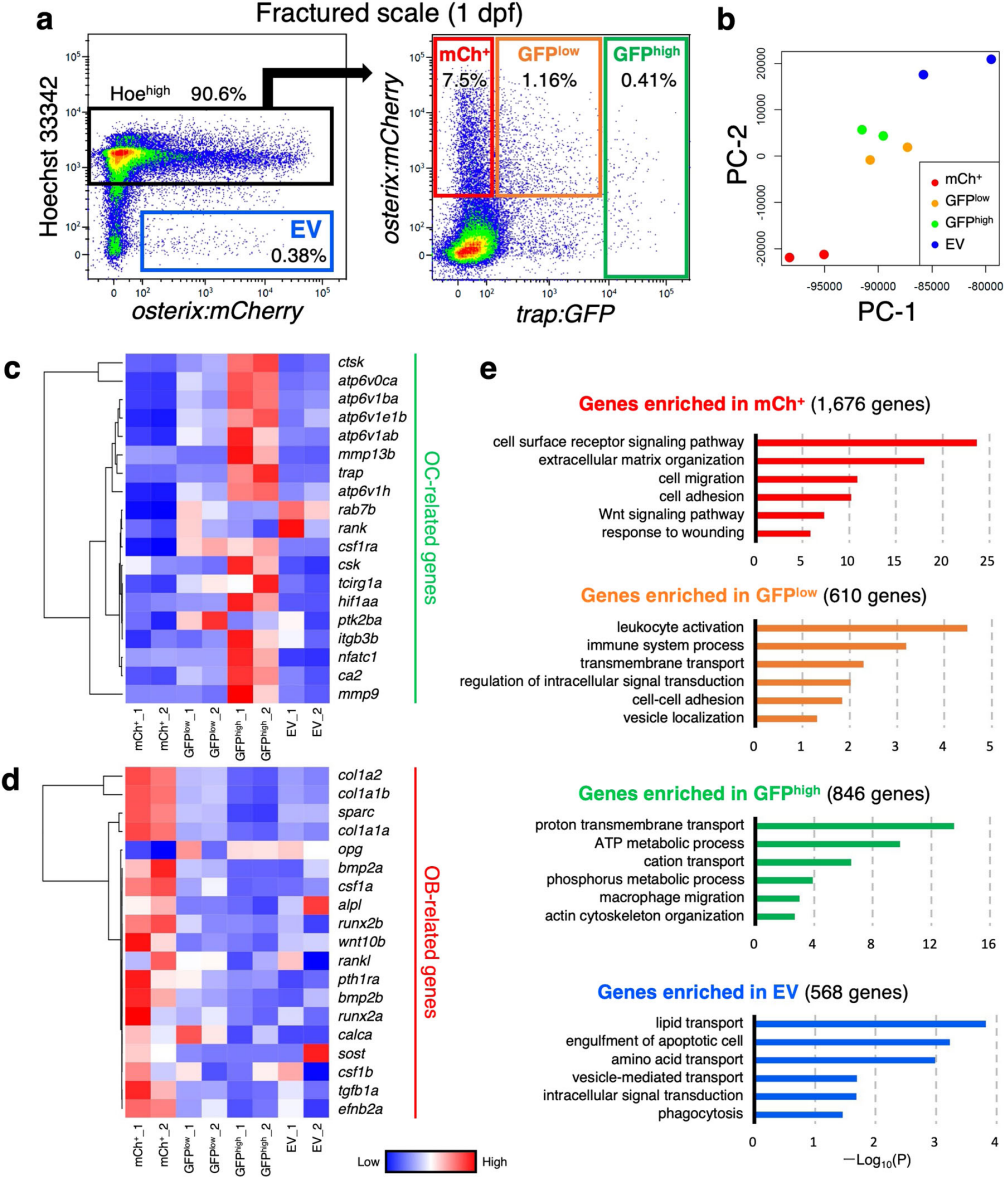
Transcriptome analysis of OBs, OCs, and OB-derived EVs. **a** Representative flow cytometric analysis of cells in scales at 1 day post-fracture (dpf) from a *trap:GFP*; *osterix:mCherry* double-transgenic animal. Gated regions in the left panel indicate the Hoechst 33342^high^ (Hoe^high^) cell fraction and *osterix:mCherry*^+^ Hoe^low^ fraction (“EV”). Cells in the Hoe^high^ fraction are displayed in the right panel to further divide into three populations, *trap:GFP*^−^ *osterix:mCherry*^+^ (“mCh^+^”), *trap:GFP*^low^ *osterix:mCherry*^+^ (“GFP^low^”), and *trap:GFP*^high^ (“GFP^high^”). **b** Principal component analysis (PCA) based on the read per million (RPM) of each sample. **c**, **d** Hierarchical clustering of selected OC-related **c** and OB-related genes **d** in the mCh^+^, GFP^low^, GFP^high^, and EV fraction in the fractured scale. **e** Gene ontology enrichment analysis of highly expressed genes in the mCh^+^, GFP^low^, GFP^high^, and EV fraction. Experiments were performed once with two biological replicates.

To further determine the characteristics of each fraction, gene ontology enrichment analysis was performed using significantly up-regulated genes in each fraction. 

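In mCh+, *ndnf* (ENSDARG00000062936), a secreted factor gene, had a log2 fold change over the mean of the other fractions of 3.82 (SE 0.46, adjusted p = 0.0105). This was the largest among called genes with a symbol, at least 50 RPM and a level above that in every other library. The RNA of *ndnf* was at 481 RPM against 117 ± 31.3 in GFP low, 7.34 ± 1.96 in GFP high and 43.4 ± 22.6 in EV (s.d., n = 2 each). *fpr1* (3.41, SE 0.31) and the sulfatase gene *sulf1* (3.41, SE 0.37) were also higher in mCh+, as was the collagen gene *col8a2* (3.59, SE 0.4). In GFP high, *npr1b* (ENSDARG00000018750), a natriuretic peptide receptor gene, was at 251 ± 79.2 RPM against 14.5 ± 1.98 in GFP low, 14 ± 8.99 in EV and 0.8 in mCh+ (5.09, SE 0.42, adjusted p = 0.00086). The lysosomal channel gene *mcoln3* (ENSDARG00000102050) was at 330 ± 59.7, 24.3 ± 0.502, 10.6 ± 0.948 and 2.07 RPM in the same order (5.09, SE 0.25, adjusted p = 0.000202). In EV, *gpnmb* (ENSDARG00000062688), a membrane glycoprotein gene of lysosomes and melanosomes, was at 523 ± 166 RPM against 158 ± 0.912 in GFP low, 5.3 ± 5.94 in GFP high and 8.7 in mCh+ (4.72, SE 0.58, adjusted p = 0.00935). The guanine deaminase gene *gda* (ENSDARG00000002986) was at 1143 ± 93.7 RPM in EV and 486 ± 82.6 in GFP low (4.13, SE 0.18, adjusted p = 0.000807). In GFP low, *ctsl.1* (ENSDARG00000003902), a lysosomal protease gene, was at 75.6 ± 1.77 RPM against 24.6 ± 10.3 in EV, 1.46 ± 0.0919 in GFP high and 8.5 in mCh+ (3.21, SE 0.34, adjusted p = 0.03).
In all, limma called 294 genes higher in mCh+, 32 in GFP low, 486 in GFP high and 436 in EV, and 293, 2, 864 and 453 genes lower. Without GFP low replicate 1, 0 genes were higher in mCh+ (1006 at unadjusted p under 0.05), 0 in GFP low (391), 174 in GFP high and 1 in EV. Without GFP low replicate 2 the counts were 0 (1055), 0 (395), 173 and 1. Without GFP high replicate 1 the counts were 58, 0 (560), 58 and 66, and without GFP high replicate 2 they were 21, 0 (553), 67 and 81. With fewer EV libraries they were larger: without EV replicate 1 they were 1327, 277, 1086 and 893, and without EV replicate 2 they were 1109, 291, 921 and 828. The counts of lower genes moved alike. Without GFP low replicate 1 they were 0 in mCh+ (719 at unadjusted p under 0.05), 0 in GFP low (60), 351 in GFP high and 0 in EV (1460), and without GFP low replicate 2 they were 0 (770), 0 (53), 359 and 0 (1372). They were 65, 0 (42), 216 and 15 without GFP high replicate 1 and 30, 0 (58), 184 and 22 without GFP high replicate 2. They were 805, 17, 1550 and 1992 without EV replicate 1 and 801, 40, 1597 and 1023 without EV replicate 2.

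**Figure D1:**
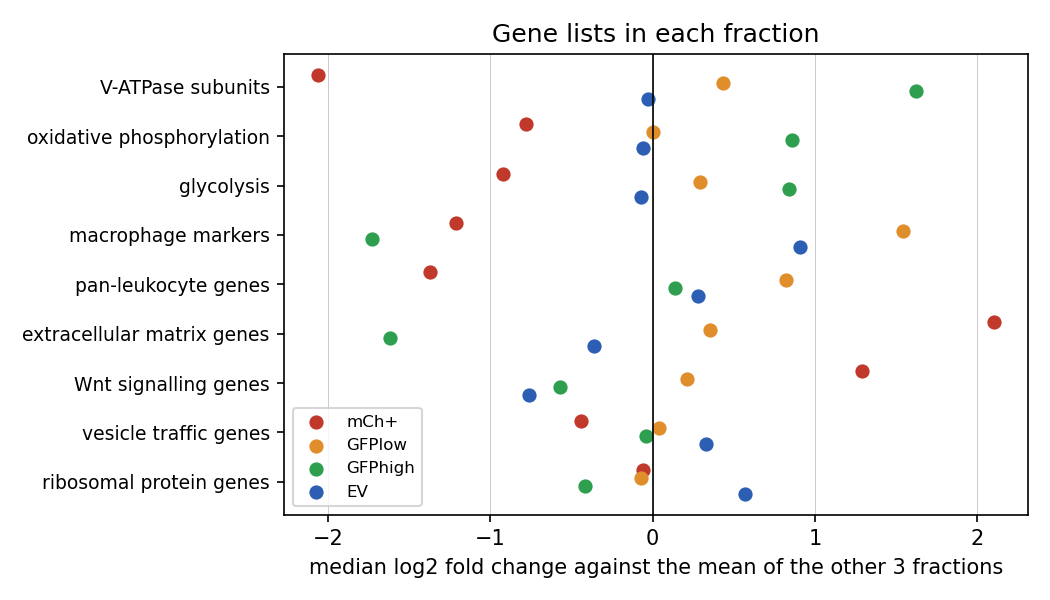
Median log2 fold change of the tested genes of 9 gene lists (x axis) in mCh+, GFP low, GFP high and EV against the mean of the other 3 fractions. Each point is the median of a list in a fraction, and lists are on the y axis. The median of V-ATPase subunits was 1.62 in GFP high and -2.06 in mCh+, that of extracellular matrix genes 2.1 in mCh+ and -1.62 in GFP high, and that of macrophage markers 1.54 in GFP low and 0.91 in EV.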

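Many subunit genes of the vacuolar H+-ATPase, the pump that acidifies lysosomes and the resorption pit, and some enzyme genes of ATP production were higher in GFP high. *atp6ap1b* (ENSDARG00000037153) was at 2153 ± 8.94 RPM in GFP high, 1014 ± 88.7 in GFP low and 814 ± 62.8 in EV (s.d., n = 2 each) and 283 in mCh+. This is a log2 fold change of 1.8 over the mean of the other fractions (SE 0.13, adjusted p = 0.000641). *atp6v1b2* (ENSDARG00000013443) was at 1217 ± 93.7, 474 ± 100, 368 ± 42.2 and 111 RPM (2.18, SE 0.18, adjusted p = 0.000806). Of 22 tested V-ATPase subunits, 14 were higher, 0 lower and 8 did not pass (17 higher when adjusted over the list alone). Camera gave this list adjusted p = 1.83e-15, and adjusted p = 0.114 with an estimated correlation. Of 68 genes of oxidative phosphorylation, 16 were higher, 0 lower and 52 did not pass (18 higher when adjusted over the list alone). They had adjusted p = 4.02e-19, and adjusted p = 0.248 with an estimated correlation. The mitochondrial ATP synthase genes *atp5f1a* (ENSDARG00000010149) and *atp5f1b* (ENSDARG00000070083) were at 7419 ± 567 and 8363 ± 71.9 RPM in GFP high and at 4254 ± 38.4 and 4603 ± 230 RPM in GFP low. Their log2 fold changes were 1.08 (SE 0.1) and 1.14 (SE 0.12). The succinate dehydrogenase gene *sdha* (ENSDARG00000016721) was at 2190 ± 288 RPM in GFP high, 1035 ± 79.2 in GFP low, 723 ± 127 in EV and 665 in mCh+ (1.46, SE 0.16, adjusted p = 0.00226). Of 21 glycolysis genes, 6 were higher, 0 lower and 15 did not pass (6 higher when adjusted over the list alone). Glycolysis as a list had adjusted p = 1.32e-09, and adjusted p = 0.114 with an estimated correlation. The enolase gene *eno1* was at 473 ± 17.7 RPM in GFP high, 206 ± 22.2 in GFP low, 105 ± 4.28 in EV and 55.5 in mCh+ (2.14, SE 0.16).
Between GFP high and GFP low alone, 4 V-ATPase subunits were higher, 0 lower and 18 did not pass (6 higher when adjusted over the list alone). In the same comparison 3 genes of oxidative phosphorylation were higher, 0 lower and 65 did not pass (6 higher when adjusted over the list alone). Markers of other cell types were also higher in GFP high, 3 of 13 of pigment cells and 2 of 4 of B cells. The B cell genes were *swap70* (133 ± 2.27 RPM, 25.7 ± 2.86 in GFP low) and *blnk* (96.6 ± 14.1 RPM). *atp5f1a* (0.71) and *atp5f1b* (0.79) did not pass after quantile normalization, and *sdha* did not without GFP high replicate 1 (1.33). *swap70* did not pass without GFP high replicate 1 (2.96) or GFP high replicate 2 (3.00), and *blnk* did not without GFP low replicate 1 (1.08), GFP low replicate 2 (1.01) or either GFP high library (0.90 and 1.2), nor with a pseudocount of 5 RPM. Between GFP high and GFP low, most calls in both directions were lost without any 1 of the GFP low and GFP high libraries.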

Genes involved in “proton transmembrane transport” and “ATP metabolic process” were predominantly expressed in the GFP^high^ fraction, highlighting that cells in the GFP^high^ fraction possess the representative molecular signature of OCs. In contrast, genes involved in “leukocyte activation” and “immune system process” were up-regulated in the GFP^low^ fraction (Fig. 6e). 

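*spi1a*, *cybb* and *hmox1*, genes active in myeloid cells, were higher in GFP low than in the mean of the other fractions. *spi1a* (ENSDARG00000067797), a transcription factor gene of myeloid cells, was at 123 ± 23.3 RPM in GFP low, 54.8 ± 7.45 in EV and 4.7 ± 0.898 in GFP high (s.d., n = 2 each) and 25.5 in mCh+. Its log2 fold change in GFP low was 2.6 (SE 0.26, adjusted p = 0.0215). The more abundant *spi1* (ENSDARG00000000767) was not highest in GFP low, at 573 ± 27 RPM there, 778 ± 189 in EV, 746 ± 46.4 in GFP high and 108 in mCh+. *cybb* (ENSDARG00000056615), a subunit gene of the phagocyte NADPH oxidase, was at 95.1 ± 14, 75.6 ± 7.57, 8.24 ± 0.148 and 22.3 RPM (1.91, SE 0.23, adjusted p = 0.0372). *hmox1* (ENSDARG00000027529), which degrades heme, was at 152 ± 14.5 RPM in GFP low, 86.8 ± 11.2 in EV, 15.4 ± 2.15 in GFP high and 44.6 in mCh+ (1.92, SE 0.22, adjusted p = 0.0328).
Of 24 pan-leukocyte genes, 3 were higher in GFP low, 0 lower and 21 did not pass (7 higher when adjusted over the list alone). As a list they had adjusted p = 7.74e-15, and adjusted p = 0.318 with an estimated correlation. Of 36 inflammatory cytokine and wound response genes, 0 were higher or lower and 36 did not pass (3 higher when adjusted over the list alone). For them camera gave adjusted p = 0.0182, and adjusted p = 0.318 with an estimated correlation. Of 12 neutrophil markers, 0 were higher or lower in GFP low and 12 did not pass (3 higher when adjusted over the list alone; adjusted p = 0.000928, adjusted p = 0.318 with an estimated correlation), with a median log2 fold change of 0.62. None of the 8 T and NK cell (0.68; adjusted p = 0.093) and 4 B cell markers (0.04; adjusted p = 0.883) passed in GFP low, and 0 did when adjusted over the list alone. In GFP high, 5 pan-leukocyte genes were higher, 6 lower and 13 did not pass (6 higher and 6 lower when adjusted over the list alone). The integrin gene *itgb2* was among the higher ones at 766 ± 67.2 RPM. The xanthophore gene *gch2* moved with the leukocyte genes in GFP low (log2 fold change 3.11, SE 0.25). No gene was called in GFP low without GFP low replicate 1, GFP low replicate 2, GFP high replicate 1 or GFP high replicate 2, or without the filter on low values. The log2 fold change of *spi1a* without each of these libraries was 2.41, 2.79, 2.66 and 2.55.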

Based on morphological analysis and expression data, cells within the GFP^low^ fraction appear to contain mainly monocytes/macrophages that are induced by fracture stress. In contrast, genes involved in “extracellular matrix organization” and “response to wounding” were highly expressed in the mCh^+^ fraction. 

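The macrophage genes *lgmn* and *ctss2.2*, which encode lysosomal proteases, were higher in GFP low. *lgmn* (ENSDARG00000039150) was at 7809 ± 1047 RPM in GFP low, 9913 ± 1148 in EV and 534 ± 92.5 in GFP high (s.d., n = 2 each) and 984 in mCh+. It was higher in GFP low than in the mean of the other fractions (log2 fold change 2.17, SE 0.15, adjusted p = 0.0143). *ctss2.2* (ENSDARG00000013771), a protease gene of antigen processing, was at 311 ± 1.09 RPM in GFP low, 285 ± 93.9 in EV, 48.2 ± 4.26 in GFP high and 35.6 in mCh+ (1.98, SE 0.23, adjusted p = 0.0363). The apolipoprotein gene *apoeb* (ENSDARG00000040295) was at 6034 ± 2057, 7604 ± 602, 997 ± 11.5 and 1487 RPM in the same order. The scavenger receptor gene *marco* (ENSDARG00000059294) was at 230 ± 29.5, 178 ± 105, 20.7 ± 0.495 and 27.2 RPM. Neither passed in GFP low. The gene *mpeg1* (ENSDARG00000043093), 1 of 3 with this symbol, was higher in mCh+ (2.15, SE 0.42, adjusted p = 0.041). It was at 167 RPM against 86.2 ± 43.4 in GFP low, 37.4 ± 1.56 in EV and 16.6 ± 3.67 in GFP high. It did not pass there without any 1 of the GFP low and GFP high libraries, with a pseudocount of 0.1 RPM, without the filter on low values or with the replicate block. Which *mpeg1* gene is the usual macrophage marker is not given by the symbol, and no other macrophage marker was called higher in mCh+. Of 24 tested macrophage markers, 2 were higher in GFP low, 0 lower and 22 did not pass (16 higher when adjusted over the list alone). Macrophage markers had adjusted p = 2.55e-22, and adjusted p = 0.109 with an estimated correlation. In GFP high, 14 of these markers were lower, 1 higher and 9 did not pass (2 higher and 16 lower when adjusted over the list alone). There *lgmn* differed from GFP low by a log2 fold change of -3.87 (SE 0.18, adjusted p = 0.000518), which did not pass without GFP low replicate 1 (-3.74). The higher marker was *csf1ra* (ENSDARG00000102986), the receptor gene for colony stimulating factor 1. It was at 187 ± 20 RPM in GFP high, 186 ± 15.1 in GFP low, 92 ± 0.233 in EV and 32.8 in mCh+ (1.16, SE 0.17), and it did not pass without GFP low replicate 1 (1.13), GFP high replicate 1 (1.27) or GFP high replicate 2 (1.05). Of the 21 tested OC genes of Fig. 6c, 0 were higher or lower in GFP low and 21 did not pass (1 higher when adjusted over the list alone). Without GFP low replicate 1, GFP low replicate 2, GFP high replicate 1 or GFP high replicate 2, *lgmn* did not pass in GFP low, with log2 fold changes of 2.03, 2.31, 2.23 and 2.11, and it did not without the filter on low values. Scales without a fracture were not among the libraries, so the response of these genes to fracture was not measured here.

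**Figure D2:**
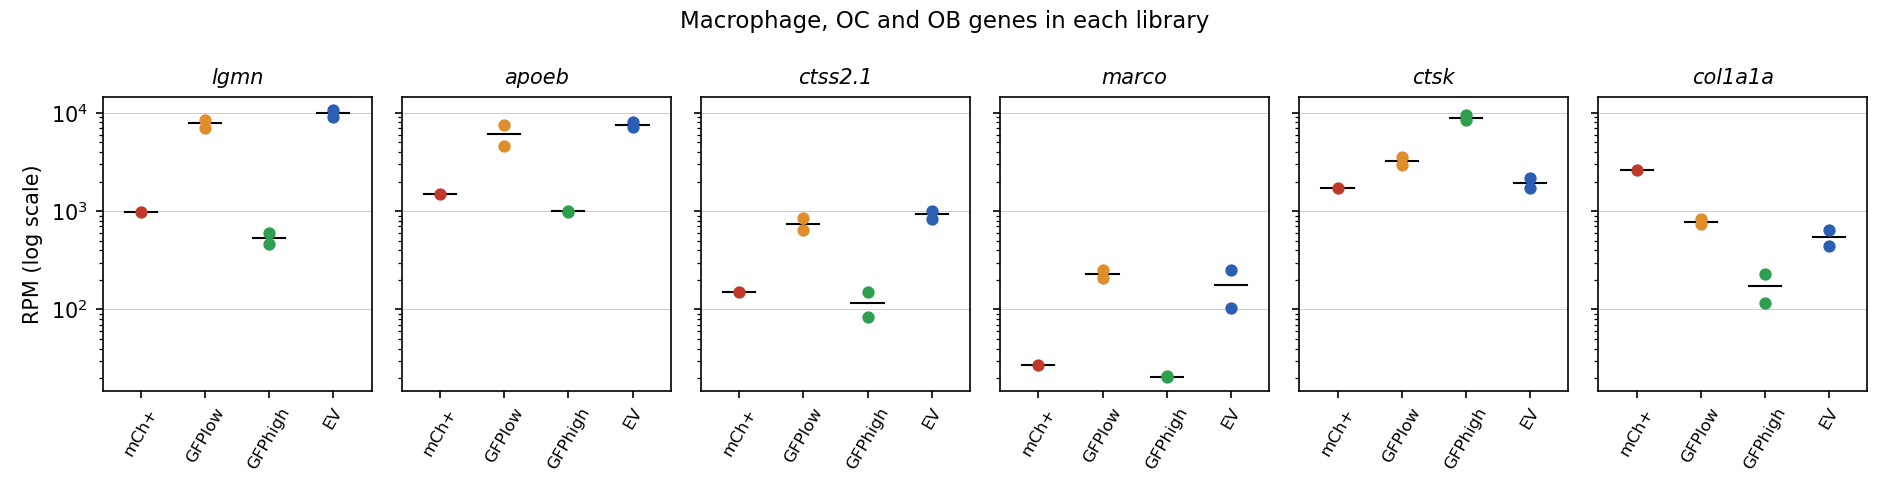
RPM (y axis, log scale) of *lgmn*, *apoeb*, *ctss2.1*, *marco*, *ctsk* and *col1a1a* in mCh+, GFP low, GFP high and EV (x axis). Each point is a library, 1 for mCh+ and 2 for the other fractions, and bars are means. *lgmn*, *apoeb*, *ctss2.1* and *marco* are highest in GFP low and EV (*ctss2.1*, 748 ± 140 and 926 ± 125 RPM), *ctsk* is highest in GFP high and *col1a1a* in mCh+.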

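Many genes of the fibrous matrix were higher in the mCh+ library than in the mean of the other fractions. *fn1* (ENSDARG00000006526), fibronectin, was at 1196 RPM in mCh+ (n = 1), 411 ± 64.5 in GFP low, 133 ± 0.969 in GFP high and 471 ± 46.2 in EV (s.d., n = 2 each). The log2 fold change of *fn1* was 2.02 (SE 0.2, adjusted p = 0.00801). *postn* (ENSDARG00000104267), periostin, a matrix protein gene of bone surfaces, was at 1144, 430 ± 18.2, 94.3 ± 15.3 and 232 ± 78.1 RPM (2.45, SE 0.29, adjusted p = 0.01). The proteoglycan genes *dcn* (ENSDARG00000012066) and *lum* (ENSDARG00000045580) also serve as dermal fibroblast markers. They were at 1480 and 869 RPM in mCh+ and at 522 ± 4.79 and 262 ± 6.67 RPM in GFP low (2.49, SE 0.2, and 2.98, SE 0.29). Of 77 extracellular matrix genes, 33 were higher in mCh+, 1 lower (*spp1*) and 43 did not pass (53 higher and 2 lower when adjusted over the list alone). Matrix genes had adjusted p = 1.12e-25, and adjusted p = 0.105 with an estimated correlation.
Among genes of wounding, the chemokine gene *cxcl18b* (ENSDARG00000075045), which attracts neutrophils, was at 327 RPM in mCh+, 104 ± 18.6 in GFP low, 17.4 ± 3.1 in GFP high and 78.9 ± 15.8 in EV (2.62, SE 0.3, adjusted p = 0.00967). *inhba* (ENSDARG00000012671), the activin A gene, was at 180, 68.8 ± 12.6, 12.3 ± 0.12 and 22.9 ± 6.93 RPM (2.7, SE 0.34, adjusted p = 0.0123). *il34* (ENSDARG00000091003), a cytokine gene that acts on macrophages and OC precursors, was at 340, 127 ± 14.8, 45.8 ± 15.4 and 75.6 ± 7.54 RPM (2.16, SE 0.31, adjusted p = 0.0155). Of 36 inflammatory cytokine and wound response genes, 5 were higher in mCh+, 1 lower (*tnfb*) and 30 did not pass (5 higher and 1 lower when adjusted over the list alone). As a whole they did not pass (adjusted p = 0.0566, adjusted p = 0.183 with an estimated correlation). Of 47 Wnt signaling genes, *wif1*, *axin2*, *wnt11* and *wnt16* were higher, 0 lower and 43 did not pass (14 higher when adjusted over the list alone). The Wnt list had adjusted p = 4.92e-08, and adjusted p = 0.157 with an estimated correlation. The stress-induced genes *fosb* (276 RPM in mCh+, 34.4 in EV) and *egr1* (331 and 41.3 RPM) were higher as well. Whether the fracture or the handling of the scales before sorting set these levels was not tested. Of 38 immediate early and stress genes, 8 were higher in mCh+, 0 lower and 30 did not pass (12 higher when adjusted over the list alone). That list had adjusted p = 2.56e-08, and adjusted p = 0.0777 with an estimated correlation. No gene was called in mCh+ without GFP low replicate 1 or without GFP low replicate 2, where *fn1* had log2 fold changes of 1.96 and 2.07. Without GFP high replicate 2, *fn1* (2.01), *postn* (2.39), *cxcl18b* (2.57), *inhba* (2.70) and *il34* (2.27) did not pass either, and *inhba* did not without GFP high replicate 1 (2.71).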

Interestingly, genes involved in “vesicle-mediated transport”, “intracellular signal transduction”, and “phagocytosis” were enriched in the EV fraction (Fig. 6e), suggesting that OB-derived EVs contain abundant signaling molecules.

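The genes *rab32*, *cd9b*, *abca1*, *abca1b* and *havcr1* were higher in EV than in the mean of the other fractions. *rab32* (ENSDARG00000029036), a GTPase gene of lysosome-related organelles, was at 104 ± 14.3 RPM in EV, 71.3 ± 3.03 in GFP low and 30.5 ± 2.26 in GFP high (s.d., n = 2 each) and 17.3 in mCh+. Its log2 fold change in EV was 1.59 (SE 0.21, adjusted p = 0.0126). *cd9b* (ENSDARG00000016691), a tetraspanin gene whose protein sits on EVs, was at 444, 309, 56.2 and 105 RPM (1.85, SE 0.19, adjusted p = 0.00551). The cholesterol exporters of *abca1* (ENSDARG00000074635) and *abca1b* (ENSDARG00000079009) also serve engulfment. Their RNA was at 934 ± 155 and 510 ± 76 RPM in EV and at 563 ± 20.5 and 284 ± 24.5 RPM in GFP low (1.55, SE 0.15, and 2.31, SE 0.21). *havcr1* (ENSDARG00000040178), a receptor gene for phosphatidylserine on dying cells, was at 113 ± 33.1 RPM in EV, 77.1 ± 12.9 in GFP low, 3.57 ± 2.05 in GFP high and 7.63 in mCh+ (2.97, SE 0.36, adjusted p = 0.00874). Of 106 vesicle traffic genes, 7 were higher, 0 lower and 99 did not pass (7 higher when adjusted over the list alone). Vesicle traffic genes had adjusted p = 1.41e-05, and adjusted p = 0.4 with an estimated correlation. Of 48 phagocytosis and engulfment genes, 6 were higher, 3 lower (*abca7*, *mfge8a* and *becn1*) and 39 did not pass (6 higher and 3 lower when adjusted over the list alone). Phagocytosis as a list did not pass (adjusted p = 0.251, adjusted p = 0.724 with an estimated correlation). Of 44 genes of EV biogenesis and EV markers, 5 were higher, 0 lower and 39 did not pass (6 higher when adjusted over the list alone). They had adjusted p = 4.56e-05 as a list, and adjusted p = 0.4 with an estimated correlation. Of 25 RANKL pathway genes, 0 were higher, *nfatc1* was lower (log2 fold change -2.98, SE 0.27) and 24 did not pass (0 higher and 1 lower when adjusted over the list alone; adjusted p = 0.655, adjusted p = 0.776 with an estimated correlation).
Along with the vesicle genes, 9 of 24 macrophage markers were higher in EV, 0 lower and 15 did not pass (10 higher when adjusted over the list alone). These markers had adjusted p = 2.65e-07, and adjusted p = 0.4 with an estimated correlation. *lgmn* was among the higher ones (2.63, SE 0.15, adjusted p = 0.00274). Of 24 pan-leukocyte genes, 8 were higher in EV, 0 lower and 16 did not pass (9 higher when adjusted over the list alone). Between EV and mCh+, limma called 391 genes higher and 316 lower in EV, and these counts moved with each library left out. edgeR on read numbers recovered from RPM called 0 (920 higher and 1129 lower at unadjusted p under 0.05), and DESeq2 called 604 higher and 466 lower. Between EV and GFP low, limma called 2 genes higher and 3 lower (385 and 1470 at unadjusted p under 0.05), and after quantile normalization 8 higher and 25 lower. Without EV replicate 1 they were 256 higher and 1383 lower, and without EV replicate 2 they were 287 and 652. Apart from *gda*, no named gene was called higher in EV without GFP low replicate 1 or without GFP low replicate 2, where *cd9b* had log2 fold changes of 1.89 and 1.82. *rab32* did not pass without GFP high replicate 1 (1.56) or GFP high replicate 2 (1.61) either.
The paper sorted particles with *osterix:mCherry* signal and little DNA stain from fractured scales and sequenced their RNA beside that of sorted cells. From the proton transport and ATP terms of Fig. 6e the paper states that GFP high cells possess the molecular signature of OCs. From morphology and expression data it proposes that GFP low cells are mainly monocytes or macrophages. From the terms of the EV fraction the paper proposes that OB-derived EVs contain abundant signaling molecules. RNA levels do not measure the proteins of the particles.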

Quantitative PCR analysis also showed that *trap*, *nfatc1*, and *ctsk* were highly expressed in the GFP^high^ fraction, whereas *osterix*, *alpl*, *col1a1a*, and *osteocalcin* (also known as *bone gamma-carboxyglutamate protein* (*bglap*)) were enriched in the mCh^+^ fraction (Supplementary Fig. 3). It is known in mammals that OC precursors express a cell-surface RANK, while OBs express its ligand RANKL, on the surface of their plasma membrane. This RANKL–RANK signaling activates a variety of downstream signaling pathways required for OC differentiation^32^. The expression of both *rank* and *rankl* was predominantly detected in both the GFP^low^ and EV fractions in the fractured scale (Supplementary Fig. 3). These data raised the possibility that OB-derived EVs can potentially induce the differentiation of OCs.

### OB-derived EVs promote OC differentiation via Rankl signals

In general, EVs are classified into three types according to their sizes and origins: exosomes, microvesicles (MVs), and apoptotic bodies (ABs)^33^. Exosomes and MVs are shed from a variety of cell types and have been implicated in cell–cell communication^34^. ABs are formed during the apoptotic process and are then engulfed by macrophages and other immune cells^35,36^. Since exosomes are recognized as very tiny vesicles (<100 nm)^37,38^, it is likely that the OB-derived EVs isolated by FCM and visualized by confocal microscopy are mainly MVs and/or ABs rather than exosomes. To distinguish MVs and ABs, we further performed cell staining with Sytox Red and Annexin-V, which distinguish MVs and ABs as well as live, pre-apoptotic, and apoptotic cells^39^. FCM analysis showed that mCh^+^ Hoe^high^ cells, which mainly contain OBs, were subdivided into three fractions, Sytox Red^low^ Annexin V^low^ (live cell fraction), Sytox Red^low^ Annexin V^high^ (pre-apoptotic cell fraction), and Sytox Red^high^ Annexin V^high^ (apoptotic cell fraction). We found that 79.2 ± 2.4% of mCh^+^ Hoe^high^ cells were detected in the live cell fraction, and 7.1 ± 1.3% and 11.2 ± 1.0% were in the pre-apoptotic and apoptotic cell fraction, respectively (*n* = 4, ±s.d.). Interestingly, 65.4 ± 5.0% of mCh^+^ Hoe^low^ EVs were detected in the Sytox Red^low^ Annexin-V^low^ “MV” fraction, while 32.2 ± 5.9% were in Sytox Red^low^ Annexin-V^high^ “AB” fraction (*n* = 4, ±s.d.) (Fig. 7a, b), indicating that mCh^+^ Hoe^low^ EVs contain both MVs and ABs.

**Fig. 7:**
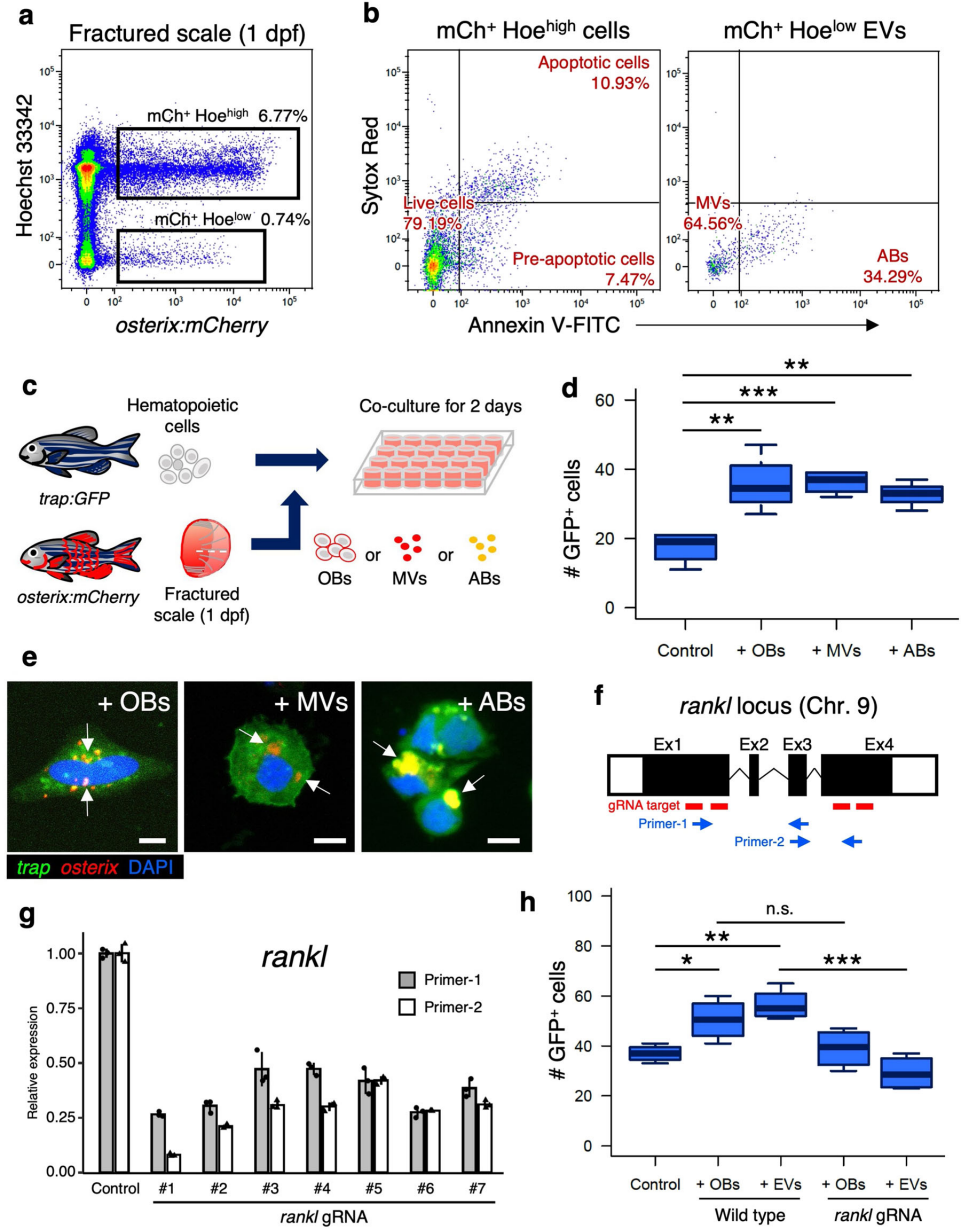
OB-derived EVs promote OC differentiation via Rankl signaling. **a** Representative flow cytometric analysis of cells in scales at 1 day post-fracture (dpf) from a *osterix:mCherry* single-transgenic animal. Gated regions indicate the mCh^+^ Hoe^high^ cell fraction and mCh^+^ Hoe^low^ EV fraction. **b** mCh^+^ Hoe^high^ cells and mCh^+^ Hoe^low^ EVs were displayed in an Annexin-V-FITC vs. Sytox Red dot plot. mCh^+^ Hoe^high^ cells were subdivided into three fractions, “live”, “pre-apoptotic”, and “apoptotic”, whereas mCh^+^ Hoe^low^ EVs were divided into two fractions, “microvesicle” (MV) and “apoptotic body” (AB). **c** Schematic diagram of in vitro cell culture assays. Kidney marrow cells (KMCs) from *trap:GFP* single-transgenic zebrafish were co-cultured with OBs, MVs, or ABs from fractured scales of *osterix:mCherry* single-transgenic zebrafish in a fibronectin-coated plate. At 2 days of co-culture, the number of *trap:GFP*^+^ cells was counted in each well. Non-co-cultured KMCs were used as a control. **d** The average number of *trap:GFP*^+^ cells in each type of wells. Error bars, s.d. (*n* = 4 for each group). **e** Representative images of *trap:GF*P^+^ cells co-cultured with OBs (left panel), MVs (middle panel), or ABs (right panel). *trap:GFP*^+^ cells contained OB-derived EVs in the cytoplasm (arrows). Bars, 5 μm. **f** Schematic diagram of zebrafish *rankl* locus. gRNA target sites and primer recognition sites are shown in red bars and blue arrows, respectively. **g** qPCR analysis of *rankl* in the adult fin of wild type control and *rankl* gRNA-injected animals. Results from seven individual gRNA-injected animals are shown. Data are mean ± s.d. from three independent experiments. **h** The average number of *trap:GFP*^+^ cells in non-co-cultured KMCs (control), or KMCs co-cultured with OBs or EVs from wild type or *rankl* gRNA-injected animals. Error bars, s.d. (*n* = 4 for each group); n.s., no significance; *p < 0.05; **p < 0.01; ***p < 0.001 by one-way ANOVA followed by Dunnett’s test. Experiments were performed twice with four biological replicates in each group **d**, **h**.

To determine if OB-derived EVs are involved in the differentiation of OCs, 60,000 KMCs from *trap:GFP* animals were co-cultured with 2000 mCh^+^ Hoe^high^ Sytox Red^low^ Annexin-V^low^ “OBs”, mCh^+^ Hoe^low^ Sytox Red^low^ Annexin-V^low^ “MVs”, or mCh^+^ Hoe^low^ Sytox Red^low^ Annexin-V^high^ “ABs” on fibronectin-coated plates. After 2 days of culture, the number of *trap:GFP*^+^ cells was counted in each well (Fig. 7c). We found that the number of GFP^+^ cells significantly increased in KMCs co-cultured with MVs or OBs when compared to non-co-cultured controls. Surprisingly, the number of GFP^+^ cells also significantly increased in KMCs co-cultured with ABs (Fig. 7d). Importantly, most *trap:GFP*^+^ cells co-cultured with OBs, MVs, or ABs contained mCherry^+^ EVs in the cytoplasm (Fig. 7e), similar to OCs observed in the fractured scale of *trap:GFP*; *osterix:mCherry* double-transgenic animals (shown in Fig. 2e).

To clarify the role of OB-derived EVs, KMCs were further cultured with or without OB-derived EVs (mCh^+^ Hoe^low^). Although the number of GFP^+^ cells increased, the total number of KMCs was unchanged by treatment with OB-derived EVs (Supplementary Fig. 4a, b), suggesting that treatment with EVs does not affect hematopoietic cell proliferation, but does affect OC differentiation from hematopoietic cells. In addition, the percentage of multinucleated GFP^+^ cells significantly increased by treatment with EVs, but the percentage of mononucleated GFP^+^ cells decreased. We also observed a few GFP^+^ cells with more than three nuclei in KMCs treated with OB-derived EVs (Supplementary Fig. 4c). Taken together, these data suggest that treatment with OB-derived EVs promotes differentiation and fusion of OCs in vitro.

Since the high level of *rankl* mRNA was detected in OB-derived EVs, we next questioned if OB-derived EVs mediate Rankl signals to promote OC differentiation. We utilized a gene knockdown method based on the CRISPR/Cas9 system, in which injection of multiple guide RNAs (gRNAs) redundantly targeting a single gene leads to a high proportion of null phenotypes at the G0 generation^40^. Four different gRNAs targeting either exon 1 or 4 of *rankl* gene were co-injected with Cas9 protein into one-cell stage embryos from *trap:GFP* and/or *osterix:mCherry* zebrafish (Fig. 7f). Embryos injected with *rankl* gRNA could partially survive into adulthood. However, most adult animals showed severe body curvature (Supplementary Fig. 5a). Efficiency of *rankl* knockdown was examined in the adult fin by qPCR using two different sets of primers that recognize gRNA target sites of *rankl* gene. We detected ~60–90% reduction of *rankl* expression by each primer set in all seven individual animals tested (Fig. 7f, g), suggesting that wild type *rankl* expression largely decreased in *rankl* gRNA-injected adult animals. The scale formation was, however, nearly unaffected in *rankl* gRNA-injected animals in terms of the size and morphology (Supplementary Fig. 5b). In mice, deficiency of *Rankl* results in the reduction of multinucleated OCs in bone tissue^41^. Similar to *Rankl*-deficient mice, *rankl* gRNA-injected zebrafish showed reduction in both the percentage and absolute number of *trap:GFP*^high^ OCs compared with wild type zebrafish. In contrast, the number of OBs (GFP^–^ mCh^+^ Hoe^high^) and OB-derived EVs (mCh^+^ Hoe^low^) was unaffected in *rankl*-gRNA-injected zebrafish (Supplementary Fig. 5c–e), suggesting that knockdown of *rankl* does not affect secretion of EVs in OBs. We co-cultured KMCs from wild type *trap:GFP* animals with OBs (mCh^+^ Hoe^high^) or EVs (mCh^+^ Hoe^low^) from wild type or *rankl* gRNA-injected *osterix:mCherry* animals. We found that the number of GFP^+^ cells significantly decreased in KMCs co-cultured with EVs from *rankl* gRNA-injected animals compared with those from wild type animals, whereas it was nearly unchanged between KMCs co-cultured with OBs from wild type and *rankl*gRNA-injected animals (Fig. 7h). Taken together, these data suggest that the uptake of OB-derived EVs promotes the differentiation of OCs in a Rankl signaling-dependent manner.

## Discussion

In the present study, we have developed a fracture healing model using double-transgenic zebrafish scales to visualize and isolate OCs and OBs. Our data showed that immature OCs engulf OB-derived EVs prior to convergence at the fracture site. Moreover, co-culture of hematopoietic cells with OB-derived EVs promoted the differentiation of OCs via Rankl signaling. These findings provide insights into the fundamental regulatory mechanisms of OC differentiation by OBs in bone tissue.

Many metabolic or genetic bone diseases are associated with the disruption of the intercellular communication between OCs and OBs^17^. Regulation of OC differentiation by OBs has been shown by many in vitro studies in mice. Monocyte/macrophage precursors can give rise to OCs in the presence of M-CSF and RANKL. M-CSF is secreted in part by OBs and binds to its receptor, c-Fms, expressed on OCs to regulate the survival, migration, and bone resorption activity in OCs^19^. RANKL–RANK signaling activates its downstream targets, including the TNF receptor-associated factor (TRAF) family, which regulates OC formation, survival, and activation via multiple signaling pathways^42^. In vitro studies have thus elucidated roles of various signaling molecules that regulate OC differentiation and function. It is still challenging, however, to investigate OC–OB interactions in vivo, and hence the cellular and molecular mechanisms involved in cell–cell communication between these two types of cells remain largely elusive. Ishii’s group applied intravital two-photon imaging, which allows to visualize the behavior of living OCs in mouse bone, and detected dynamic communication between OCs and OBs. They described two subsets of functional OCs in terms of their motility and function, ‘static—bone resorptive’ and ‘moving—non-resorptive’, which can be shifted by a direct contact with mature OBs^43,44^. In the medaka fin model, it has also been shown that there are two types of OCs in the amputated fin, early-induced and late-induced OCs. The former was relatively small with low TRAP-activity and resorbed bone fragments, while the late-induced OCs were large with high TRAP activity and remodeled the callus^45^. These imaging analyses provided insight into the functional divergence of OCs, highlighting the importance of in vivo live-imaging analysis to better understand OC and OB functions. We could also distinguish at least three different types of OCs and OBs based on morphology in the fractured scale. While further work is needed to precisely describe the maturation process of these cell types, these morphological features may reflect different stages of OBs and OCs. Our model system using the transgenic zebrafish scale enables visualization of the whole tissue at a single cell level throughout the process of bone resorption and formation. Indeed, we have successfully captured the moment of cell–cell fusion between two OCs as well as the convergence of OCs at the fracture site, as has been shown in mammalian OCs^46,47^. In addition, the recent advent of gene knockout/knockdown methods in zebrafish based on the CRISPR/Cas9 system^40,48,49^ will extend our scale model to rapid and scalable mutagenesis strategies to further probe the function of OCs and OBs. Our imaging strategy in the zebrafish scale will thus open new avenues to elucidate molecular cues needed to regulate OC–OB communication.

The availability of double-transgenic zebrafish, *trap:GFP*; *osterix:mCherry*, also allowed us to investigate the role of EVs in bone tissue. Different subtypes of EVs have been increasingly recognized as potent vehicles of intercellular communication in the past decade. Studies in mammals revealed that EVs released by healthy and apoptotic cells transport biologically active molecules, such as lipids, proteins, mRNAs, and microRNAs to target cells; however, our current knowledge of EVs in the diversity, internalization, and cargo delivery is still very limited^34^. Recently, it was reported that a zebrafish transgenic line that expresses human CD63 fused with pHluorin under the control of tissue-specific promoter/enhancer can be used to visualize the release and uptake of EVs in vivo. A role for EVs in the formation of metastatic niches in vivo could also be determined by tracking EVs shed from melanoma cells in zebrafish embryos, demonstrating that zebrafish is an excellent model for the study of EVs^50^. In the present study, our transplantation assays clearly demonstrated that mCherry^+^ particles observed in *trap:GFP*^+^ cells are derived from EVs shed from OBs. Our FCM analysis revealed that ~75% of *trap:GFP*^high^ cells were detected in the mCherry^+^ fraction at 1 dpf, suggesting that the majority of mature OCs experience uptake of OB-derived EVs during their differentiation process. Interestingly, our cell culture assays showed that uptake of ABs also promotes OC differentiation in KMCs, supporting the hypothesis that accumulation of apoptotic OBs/osteocytes induces the recruitment of OCs to initiate bone resorption^51^. Since OCs arise from monocyte/macrophage precursors, it is likely that phagocytosis of apoptotic OBs also triggers the differentiation of OCs. In mammals, EVs derived from OCs also play an important role in osteoclastogenesis as well as osteoblastogenesis. EVs from OC precursors promote OC formation in whole bone marrow cultures, whereas EVs from OC-enriched cultures inhibit osteoclastogenesis^26^. Moreover, EVs released by mature OCs contain a high level of RANK and promote bone formation by triggering RANKL reverse signaling in OBs^27^. These observations strongly suggest that cell–cell communication in osteoclastogenesis and osteoblastogenesis is largely dependent on the release and uptake of EVs. Such EV-mediated intercellular communication represents a previously unrecognized cellular mechanism in the bone. Further analysis of EVs in bone tissue will elucidate the molecular mechanisms that regulate the balance between bone resorption and formation.

## Methods

### Zebrafish husbandry and fracture stimulation

Zebrafish were raised in a circulating aquarium system (AQUA) at 28.5 °C in a 14/10 h light/dark cycle and maintained in accordance with guidelines of the Committee on Animal Experimentation of Kanazawa University. For fracture stimulation, adult zebrafish were anesthetized in system water containing 0.01% tricaine (Sigma), and the epidermis area of a scale was cut ~400 μm in length with fine scissors under a fluorescent stereo microscope (Axiozoom V16, Zeiss).

### Generation of transgenic lines

Zebrafish transgenic lines of *Tg(trap:GFP-CAAX)*^*ou2031Tg*^ and *Tg(osterix:Lifeact-mCherry)*^*ou2032Tg*^ were generated as previously described^1,2^. Briefly, a 6-kb upstream regulatory region of the zebrafish *trap* (*acp5a*) gene and 4.1 kb upstream regulatory region of the medaka *osterix* (*sp7*) gene were amplified using the primers listed in Supplementary Table 1 and ligated into pT2AL200R150G containing *GFP-CAAX* and *Lifeact-mCherry*, respectively. *TPase* mRNA was synthesized with the *pCS2*+ vector by mMESSAGE mMACHINE SP6 Transcription Kit (Thermo Fisher Scientific). Transgenic zebrafish were generated by injection of the plasmid construct with *TPase* mRNA into 1-cell stage embryos. A stable transgenic line was obtained by screening of GFP or mCherry expression in F1 generation.

### Knockdown of *rankl* by CRISPR/Cas9 system

Previously designed guide RNA (gRNA) sequences targeting the *rankl* exon 1 or 4 were utilized^40^. gRNAs were synthesized as previously described^40^. Briefly, a single-strand DNA oligo containing the gRNA target and T7 promoter sequence was annealed with a gRNA scaffold primer. Double-strand DNAs were then synthesized with MightyAmp DNA polymerase (Thermo Fisher Scientific), followed by in vitro transcription using MEGAshortscript T7 Transcription Kit (Thermo Fisher Scientific). gRNAs were purified with mirVana miRNA Isolation Kit (Thermo Fisher Scientific) according to the manufacture’s protocol. Embryos from *trap:GFP* and/or *osterix:mCherry* animals were injected with a mixture of Cas9 protein (400 ng/µL) (IDT) and gRNAs (100 ng/µL each) at one-cell stage. gRNA sequences and gRNA scaffold primer are listed in Supplementary Table 1.

### Cell preparation and flow cytometry

Scales were extracted from anesthetized zebrafish under a stereo microscope, and were treated with Liberase TM (Roche) in PBS for 1 h at 37 °C. Cells were then filtered through 40 μm stainless mesh and washed with ice-cold 2% fetal bovine serum (FBS) in Hanks’ balanced salt solution (HBSS, Wako) by centrifugation (300×*g*). KMCs were prepared as previously described^52^ with some modifications. Briefly, cells were obtained by pipetting of a dissected kidney in 1 mL of ice-cold 2% FBS in HBSS. After centrifugation, the pellet was gently mixed with 1 mL of distilled water by pipetting to lyse erythrocytes by osmotic shock. Subsequently, 1 mL of 2X HBSS was added. Cells were then filtered through a 40 μm stainless mesh and washed with 2% FBS in HBSS by centrifugation. For staining with Hoechst 33342 (Hoe), cells were resuspended at a density of 10^6^ cells/mL in 2% FBS in HBSS and were stained with 5 μg/mL Hoe (Thermo Fisher Scientific) for 90 min at 25 °C in dark with gentle agitation. For staining with Annexin-V, cells were washed with Cell Staining Buffer (BioLegend) by centrifugation, resuspended in Annexin-V-binding buffer containing Annexin-V-FITC (BioLegend), and stained for 15 min at room temperature in dark. Just before flow cytometric (FCM) analysis, the Sytox Red (Thermo Fisher Scientific) was added at a concentration of 5 nM to exclude dead cells or to detect apoptotic cells. FCM acquisition and cell sorting were performed on a FACS Aria III (BD Biosciences). Data analysis was performed using the Kaluza software (ver. 1.3, Beckman Coulter). Since the detectable size of cells/particles by FACS Aria III is more than 0.5 μm, it is not possible to separate very small EVs (<0.4 μm), such as exosomes, in this analysis. EVs were therefore isolated according to the same procedure as cells to minimize contamination with EVs of unknown origin. The absolute number of cells was calculated by flow cytometry based on acquisition events, maximum acquisition times, and the percentage of each cell fraction.

### Cell culture

KMCs from *trap:GFP* animals were resuspended in medium containing 40% Leiboviz’s L-15 medium (Wako), 32% Dulbecco’s modified Eagle’s medium (Wako), 12% Ham’s F12 medium (Wako), 8% FBS, 2 mM l-glutamine (Wako), 15 mM 4-(2-hydroxyethyl)-1-piperazineethanesulfonic acid (HEPES, Sigma), 100 U penicillin (Wako), and 100 μg/mL streptomycin (Wako). Approximately 6 × 10^4^ of KMCs were plated on a 96-well plate coated with fibronectin (Corning) and incubated for 3 h at 30 °C, 5% CO_2_. Subsequently, ~2000 of sorted cells or EVs were plated in the wells (four wells for each fraction) and incubated for additional 2 days at the same condition described above. The number of GFP^+^ cells was counted using an EVOS FL Cell Imaging System (Thermo Fisher Scientific). For counting the number of nuclei, Hoe was directly added into the medium at a concentration of 5 μg/mL. For counting the total number of cells in each well, cells were treated with 0.25% trypsin–1 mM EDTA and harvested by pipetting. The total number of cells was counted using a hemocytometer (Funakoshi).

### RNA-seq and qPCR

For sorted cells and EVs, whole-transcript amplification and double-strand cDNA synthesis was performed according to the Quartz-Seq method as previously described^53,54^. Cells were directly sorted in a lysis buffer containing 1 μg/mL of polyinosinic–polycytidylic acid, and total RNA was extracted using RNeasy Mini Kit. Reverse transcription (RT) was performed using Super Script III (Thermo Fisher Scientific) and an RT primer, which contains oligo-dT, T7 promoter, and PCR target region sequences. After digestion of remaining RT primers by exonuclease I (Takara), a poly-A tail was added to the 3′ ends of the first-strand cDNAs using terminal transferase (Sigma). The second-strand DNA was then synthesized using MightyAmp DNA polymerase (Thermo Fisher Scientific) and a tagging primer. PCR amplification was performed using a suppression primer. The amplified double-strand cDNA was purified using QIAquick PCR Purification Kit (Qiagen). Library preparation for RNA-seq was performed using Nextera XT DNA Library Preparation Kit (illumina). Next generation sequencing of cDNA libraries was performed by GENEWIZ using the Illumina NextSeq500 (illumina), and base-calling was performed using the Illumina RTA software (ver. 2.4.11). Sequence reads were mapped to the zebrafish reference genome (GRCz11) using HiSAT2 (version 2.1.0). Reads per million (RPM) were calculated using Subread (ver. 1.6.4). Up-regulated genes of each fraction were selected with a *p*-value cutoff of 0.05 based on one-way ANOVA and more than two-fold change. PCA and hierarchical clustering of each subset was performed in R (ver. 3.5.0) with the Bioconductor gplots package. The data have been deposited in Gene Expression Omnibus (GEO) (National Center for Biotechnology Information) and are accessible through the GEO database (series accession number, GSE134330). Total RNAs from the adult fin were extracted with RNeasy Mini Kit (QIAGEN) and cDNAs were synthesized with ReverTra Ace qPCR RT Master Mix (Toyobo). Quantitative real-time PCR (qPCR) assays were performed using TB Green Premix Ex Taq II (TaKaRa) on a ViiA 7 Real-Time PCR System according to manufacturer’s instructions (Thermo Fisher Scientific). Primers used for whole-transcript amplification and qPCR are listed in Supplementary Table 1.

### Electron microscopy

The ultrastructure of cells and EVs was observed by transmission electron microscopy as previously described^8^ with some modifications. Briefly, sorted cells and EVs were fixed with 2.5% glutaraldehyde (Nacalai Tesque), 2% paraformaldehyde (Wako) in 0.1 M phosphate buffer (pH 7.4) at 4 °C overnight. Cells were then dehydrated and embedded in Epon 812 (TAAB Laboratories). Ultrathin sections were obtained from the Epon blocks and stained with uranyl acetate and lead citrate. For negative staining of EVs, a grid with a supporting film was placed on a drop of the EV suspension for 15 min and excess solution was removed with a filter paper. The grid was then placed in 2% uranium acetate aqueous solution for 2 min, followed by air-drying. Sections and stained EVs were observed under an electron microscope (H-7650, Hitachi).

### X-ray irradiation and transplantation

Three to six zebrafish were placed in a 90 mm Petri dish in system water, and animals were sublethally irradiated with X-ray on a Faxitron RX-650 (Faxitron, 130 kVp, 1.15 Gy/min) for 20 min (~23 Gy). At 2 days post-irradiation, animals were transplanted with KMCs using a retro-orbital injection method^31^.

### Intubation anesthesia and imaging

Intubation anesthesia was performed as previously described^55^ with some modifications. A flask containing 0.04% of 2-phenoxyethanol (Wako) in system water was kept in a water bath to maintain a constant temperature of 28 °C, and delivered to a glass-bottom chamber (Eppendorf) using a peristatic pump (ATTO). An adult zebrafish mounted in the chamber was orally perfused with the anesthetic water using an Intramedic polyethylene tube (BD). Excess water in the chamber was removed and returned to the flask using another peristatic pump. For imaging of extracted scales, scales were stained with 5 μg/mL of Hoe for 20 min at room temperature and mounted in a glass bottom dish (Matsunami) filled with 0.6% low-gelling agarose (Sigma). For imaging of sorted cells, cells were plated on a fibronectin-coated glass-bottom dish with culture medium described above. For imaging of cultured cells, cells were plated on a cover slip coated with fibronectin (Cosmo Bio) and were cultured as described above. Cell were then fixed with 4% paraformaldehyde and mounted with ProLong Gold Antifade Mountant with DAPI (Thermo Fisher Scientific). Fluorescent images were captured using an FV10i confocal microscope and Fluoview FV10i-SW software (ver. 2.1.1) (Olympus). For time-lapse imaging, images were captured every 3 or 5 min for scales and 30 s for cells, and movies were generated using iMovie software (ver. 10.1.12) or Fluoview FV10i-SW software. We defined GFP “bright” as having four-fold higher than the average intensity of GFP^+^ cells in the intact scale and mCherry “bright” as having 10-fold higher intensity than the average mCherry intensity of the whole intact scale. Visible light imaging of adult animals were captured using an Olympus Pen E-PL8 distal camera (Olympus).

### Statistics and reproducibility

Statistical differences between groups were determined by unpaired two-tailed Student’s *t*-test or one-way ANOVA with Dunnett’s test. A value of *p* < 0.05 was considered to be statistically significant. All experiments were repeated at least twice with similar results.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Movie 4

Supplementary Movie 5

Supplementary Movie 6

Description of Additional Supplementary Files

Supplementary Data 1

Peer Review File

Reporting Summary

## Data Availability

The raw data of RNA-seq can be obtained from the GEO database (series accession number, GSE134330). The source data for Figs. 2, 5, 7, Supplementary Figs. 2–5 are provided as Supplementary Data 1. All data and materials produced by this study are available from the corresponding author upon request.

# Supplementary material for: Uptake of osteoblast-derived extracellular vesicles promotes the differentiation of osteoclasts in the zebrafish scale
**Source:** Commun Biol. 2020 Apr 23;3:190. doi: 10.1038/s42003-020-0925-1
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Figures

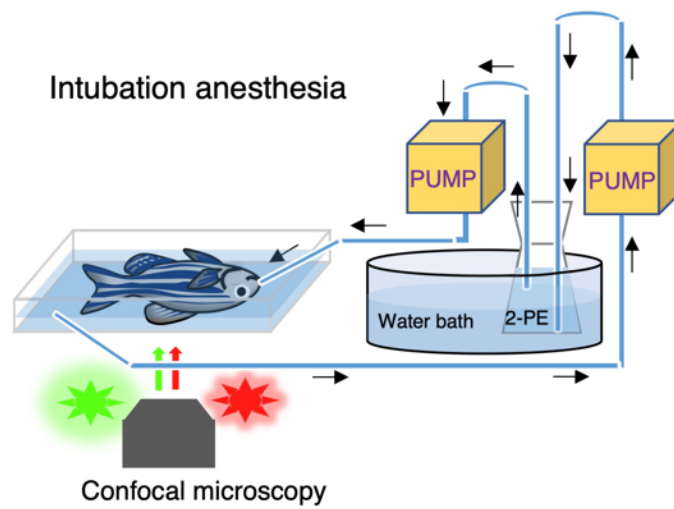

Supplementary Figure 1. Intubation anesthesia system.

A flask containing 2-phenoxyethanol (2-PE) in system water is kept in a water bath to maintain a constant temperature of 28°C, and delivered to a glass-bottom chamber using a peristaltic pump. A double-transgenic zebrafish mounted in the chamber is orally perfused with the anesthetic water to image scales.

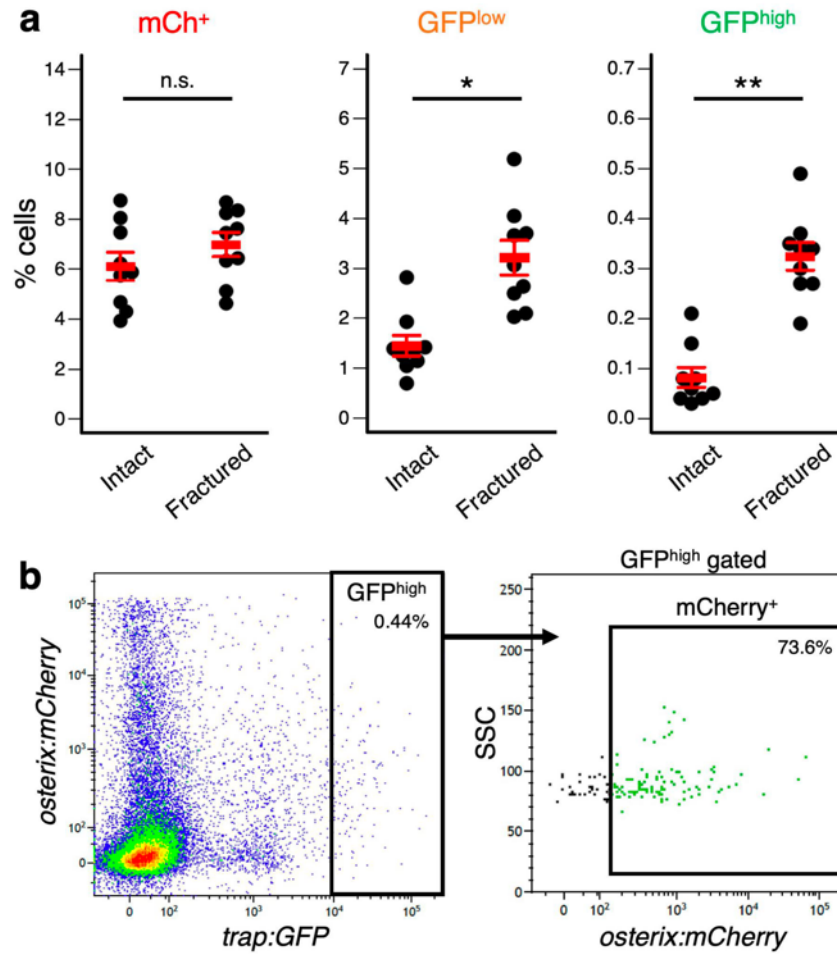

Supplementary Figure 2. OCs increase in the fractured scale.

(a) The percentage of *trap:GFP⁺ osterix:mCherry⁺* (“mCh⁺”), *trap:GFP^{low} osterix:mCherry⁺* (“GFP^{low}”), and *trap:GFP^{high} osterix:mCherry⁺* (“GFP^{high}”) cells in an intact or fractured scale at 1 day post-fracture (dpf). Error bars, s.e.m. (n = 9 for each group); n.s., no significance; *p < 0.001; **p < 0.0001 by Student’s *t*-test. (b) Representative flow cytometric analysis of cells in scales at 1 dpf from a *trap:GFP*; *osterix:mCherry* double-transgenic animal. *trap:GFP^{high}* (GFP^{high}) cells in the left panel are displayed in an *osterix:mCherry* vs. side scatter (SSC) dot plot (right panel). Experiments were performed twice with nine biological replicates in each group (a, b).

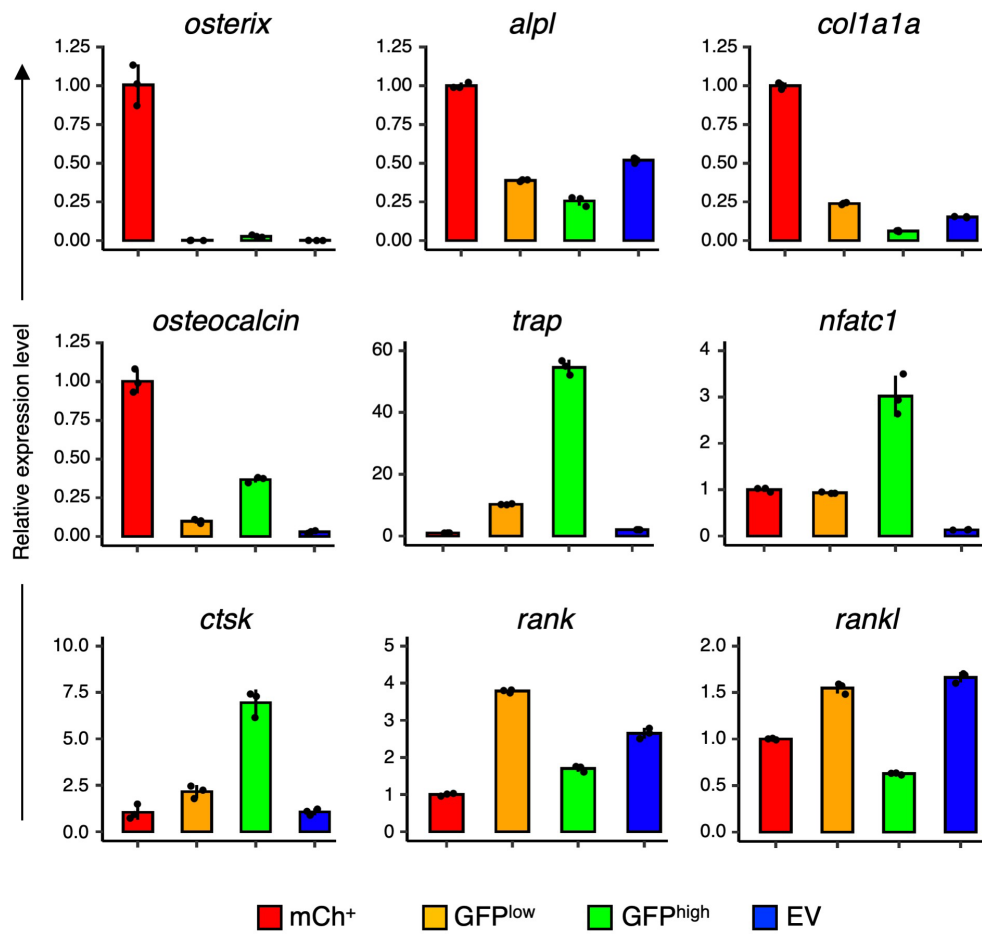

Supplementary Figure 3. Gene expression analysis of OBs, OCs, and OB-derived EVs.

Relative expression levels of *osterix*, *alpl*, *col1a1a*, *osteocalcin*, *trap*, *nfatc1*, *ctsk*, *rank*, and *rankl* in the *trap*:GFP^{low} *osterix*:mCherry⁺ Hoe^{high} (“mCh⁺”), *trap*:GFP^{low} *osterix*:mCherry⁺ Hoe^{high} (“GFP^{low}”), *trap*:GFP^{high} Hoe^{high} (“GFP^{high}”), and *osterix*:mCherry⁺ Hoe^{low} (“EV”) fraction. Data are mean ± s.d. from three independent experiments.

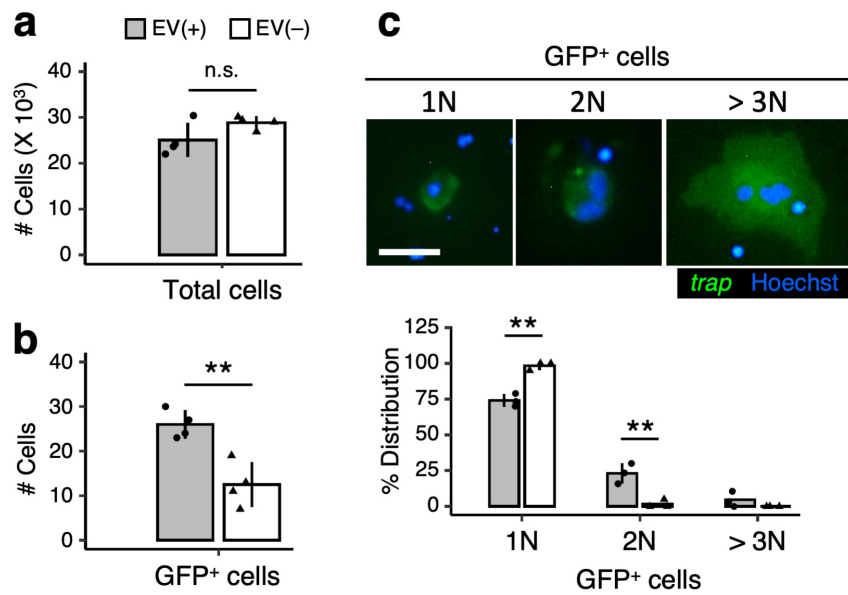

Supplementary Figure 4. Treatment of EVs promotes differentiation and fusion of OCs.

(a, b) The average number of total cells (a) and GFP⁺ cells (b) in the presence or absence of OB-derived EVs. Error bars, s.d. (n = 4 for each group). (c) Representative images of *trap*:GFP⁺ cells co-cultured with EVs (upper panel) and percent distribution of GFP⁺ cells having a single nucleus (1N) or two (2N) or more than three nuclei (3N) in the presence and absence of EVs (n = 3 for each group). Bar, 20 μm; **p < 0.01. Experiments were performed twice with four biological replicates (a, b) and three biological replicates (c) in each group (a-c).

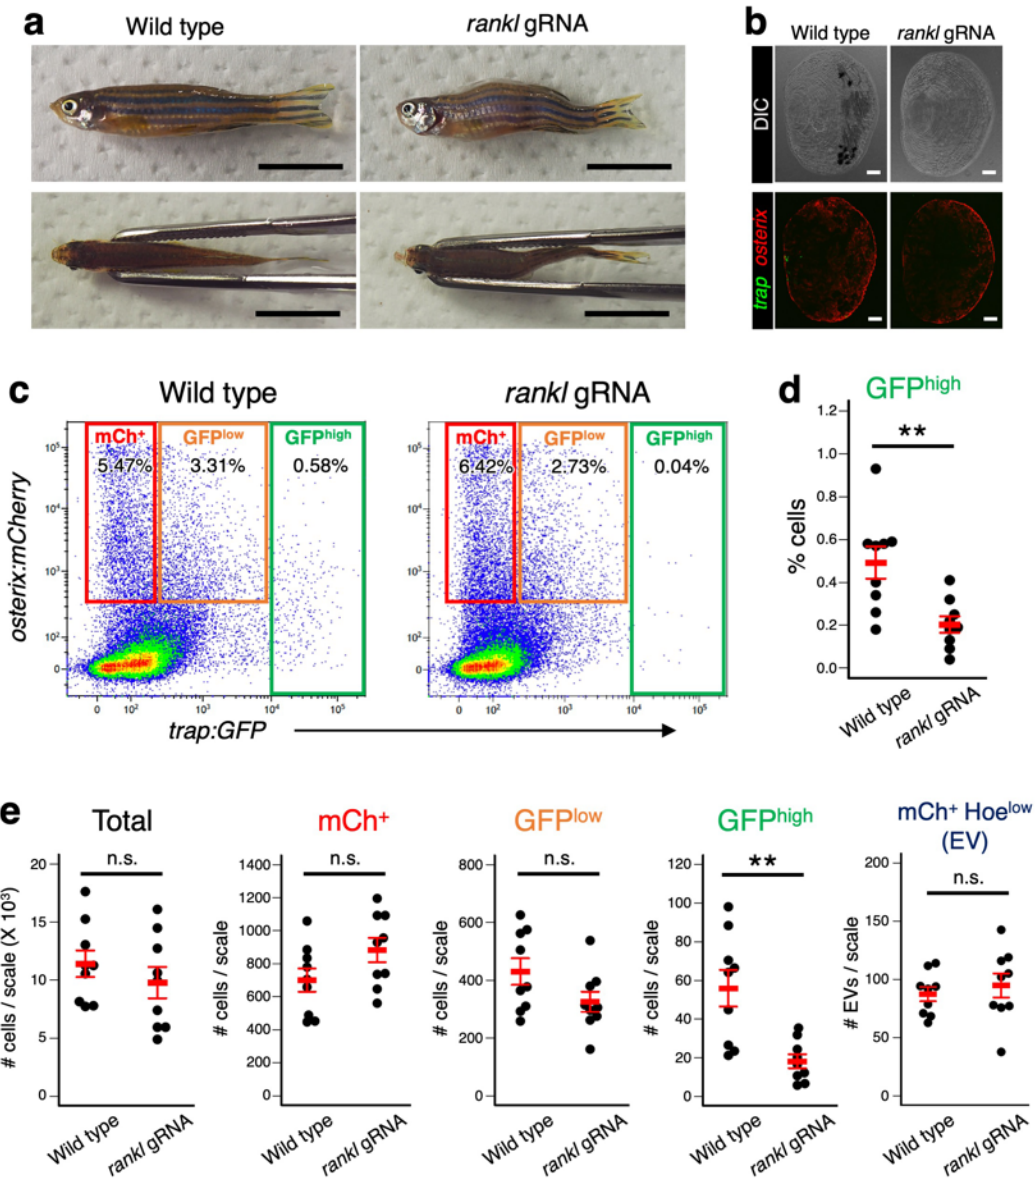

Supplementary Figure 5. *rankl* gRNA-injected zebrafish shows the reduced number of OCs.

(a, b) Representative images of a wild type or *rankl* gRNA-injected zebrafish (a) and their scale (b) at 4 months of age. *rankl* gRNA-injected zebrafish showed severe body curvature, whereas scales were normally formed. Bars, 1 cm (a); 200 μ m (b). (c) Representative flow cytometric analysis of cells in fractured scales at 1 day post-fracture (dpf) from a wild type or *rankl* gRNA-injected zebrafish. Red, orange, and green gate show *trap:GFP*[−] *osterix:mCherry*⁺ (“*mCh*⁺”), *trap:GFP*^{low} *osterix:mCherry*⁺ (“*GFP*^{low}”), and *trap:GFP*^{high} (“*GFP*^{high}”) cells, respectively. (d) Percentage of *GFP*^{high} cells in fractured scales of wild type or *rankl* gRNA-injected zebrafish at 1 dpf (n = 9 for each group). (e) Absolute number of total, *mCh*⁺, *GFP*^{low}, *GFP*^{high} cells, and *mCh*⁺ *Hoe*^{low} EVs in a fractured scale of wild type or *rankl* gRNA-injected zebrafish at 1 dpf. Error bars, s.e.m. (n = 9 for each group); n.s., no significance; *p < 0.05; **p < 0.01. Experiments were performed twice with nine biological replicates in each group (c-e).

Supplementary Tables

Supplementary Table 1. Primer and oligo sequences

Gene	Forward primer	Reverse primer	Description
<i>trap</i><br>(zebrafish enhancer)	CTCGAGGAGATGTAACCTCCAACACTC	GGATCCCCCTACAAAACAACATACAAACAG	Generation of transgenic line
<i>osterix</i><br>(medaka enhancer)	CTCGAGTGAACATGTCAGTGCCATCAG	GGATCCCGGGACAGTTTGGAAGAAGTC	Generation of transgenic line
<i>ef1a</i>	ACCGGCCATCTGATCTACAA	CAATGGTGATACCACGCTCA	qPCR
<i>osterix</i>	ATTGACCCTCACTGGACTGC	ACCAGGTGTGGCAGAATCTC	qPCR
<i>alpl</i>	GAGAAGCGGCCTGATTACTG	GTCTTAGAGAGGGCGACGTG	qPCR
<i>col1a1a</i>	TTTTGGCAAGAGGACAAGGC	TGTCTTCGCAGATCACTTCG	qPCR
<i>osteocalcin</i>	CTGCTGCCTGATGACTGTGT	TCCAGACGTGTCCATCATGT	qPCR
<i>trap1</i>	ATGATGGCCAAAACCTGCTTC	CAGCAATGACGTACCAAGGA	qPCR
<i>nfatc1</i>	TCACTGCCTGCTCTTGATTG	CCTGGTAGAATGCGTGAGGT	qPCR
<i>ctsk</i>	GAGGGAGTACAATGGCCTGA	CCGAAGTGACGTATCCCAGT	qPCR
<i>rank</i>	AATCGCACGGTTATTGTTGTT	ACTGCAGCAAAGTCCCAGTT	qPCR
<i>rankl</i>	TAGTGTGGCGATTCTGTTGC	ATTGGAAGGTGAGCTGATGG	qPCR (primer-1)
<i>rankl</i>	CCATCAGCTCACCTTCCAAT	CGAAACAGGTCTTGCGGTA	qPCR (primer-2)
Primer sequence for whole-transcript amplification			Description
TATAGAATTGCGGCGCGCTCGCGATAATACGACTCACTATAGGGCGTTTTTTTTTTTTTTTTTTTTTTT			RT primer
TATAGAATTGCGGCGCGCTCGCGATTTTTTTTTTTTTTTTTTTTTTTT			Tagging primer
(5' Aminolink)-GTATAGAATTGCGGCGCGCTCGCGAT			Suppression primer
CRISPR/Cas9			Description
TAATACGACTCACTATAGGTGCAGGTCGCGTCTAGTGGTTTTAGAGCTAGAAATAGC			<i>rankl</i> target-1
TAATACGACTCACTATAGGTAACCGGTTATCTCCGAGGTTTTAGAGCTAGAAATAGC			<i>rankl</i> target-2
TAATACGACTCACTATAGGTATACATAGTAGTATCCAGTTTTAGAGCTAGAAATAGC			<i>rankl</i> target-3
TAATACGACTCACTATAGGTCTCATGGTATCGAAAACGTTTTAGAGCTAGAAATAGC			<i>rankl</i> target-4
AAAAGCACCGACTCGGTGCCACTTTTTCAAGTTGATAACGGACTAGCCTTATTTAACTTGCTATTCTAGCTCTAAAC			gRNA scaffold primer

# Supplementary material for: Uptake of osteoblast-derived extracellular vesicles promotes the differentiation of osteoclasts in the zebrafish scale
**Source:** Commun Biol. 2020 Apr 23;3:190. doi: 10.1038/s42003-020-0925-1
**Supplement:** Supplementary file 8 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

Supplementary Movie Legends

Supplementary Movie 1. Fusion of *trap:GFP*⁺ OCs.

Time-lapse imaging of *trap:GFP*⁺ OCs in the fractured scale from 1 day post-fracture. Arrows indicate a *trap:GFP*⁺ OC that will fuse to become a GFP^{bright} OC. Experiments were performed three times with similar results.

Supplementary Movie 2. Convergence of *trap:GFP*⁺ OCs in the fracture site.

Time-lapse imaging of a fractured scale in a *trap:GFP*; *osterix:mCherry* double-transgenic animal from 1.5 days post-fracture. Arrows indicate a *trap:GFP*⁺ OC that will fuse to become a GFP^{bright} OC around the fracture site. Dotted line indicates the fracture site. Experiments were performed three times with similar results.

Supplementary Movie 3. Motility of type-1 and type-2 OCs.

Time-lapse imaging of *trap:GFP*^{high} cells isolated from the fractured scale. A cell in left with a round morphology and three cells in right having protrusions are classified as type-1 and type-2, respectively. Type-2 OCs actively migrate, whereas a type-1 OC does not. Experiments were performed twice with similar results.

Supplementary Movie 4. Motility of type-2 and type-3 OCs.

Time-lapse imaging of *trap:GFP*^{high} cells isolated from the fractured scale. An upper cell having more than three nuclei and a lower cell having some protrusions are classified as type-3 and type-2 OCs, respectively. A type-3 OC settles, whereas a type-2 OC actively migrates. Experiments were performed twice with similar results.

Supplementary Movie 5. Interaction of a *trap:GFP*⁺ OC with *osterix:mCherry*^{bright} OBs in the fracture scale.

Time-lapse imaging of a fractured scale in a *trap:GFP*; *osterix:mCherry* double-transgenic animal from 1 day post-fracture. Arrow indicates a *trap:GFP*⁺ OC. The *trap:GFP*⁺ OC was actively interacting with *osterix:mCherry*^{bright} OBs, resulting in the uptake of an mCherry⁺ EV. Experiments were performed three times with similar results.

Supplementary Movie 6. Uptake of an OB-derived EV in a *trap:GFP*⁺ OC in the fracture scale.

Time-lapse imaging of a fractured scale in a *trap:GFP*; *osterix:mCherry* double-transgenic animal from 1 day post-fracture. Arrow and arrowheads indicate a *trap:GFP*⁺ OC and mCherry⁺ particles. The *trap:GFP*⁺ OC extended the protrusion, engulfed mCherry⁺ particles, and fused with a GFP^{bright} OC. Experiments were performed six times with similar results.

Supplementary Data Legend

Supplementary Data 1

Source data for Fig. 2, 5, and 7 and Supplementary Fig. 3, 4, and 5.

# Supplementary material for: Uptake of osteoblast-derived extracellular vesicles promotes the differentiation of osteoclasts in the zebrafish scale
**Source:** Commun Biol. 2020 Apr 23;3:190. doi: 10.1038/s42003-020-0925-1
**Supplement:** Supplementary file 11 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐ A description of all covariates tested
☒	☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

Fluorescent images were captured using an FV10i confocal microscope and Fluoview FV10i-SW software (ver. 2.1.1) (Olympus). Visible light imaging of adult animals were captured using an Olympus Pen E-PL8 distal camera (Olympus). Electron microscopy images were taken under H-7650 (Hitachi).

Data analysis

We used R (ver. 3.5.0) for statistical analyses.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

RNA-seq data have been deposited in Gene Expression Omnibus (GEO) (National Center for Biotechnology Information) and are accessible through the GEO database (series accession number, GSE134330). Source data for main and supplementary figures have been provided in the manuscript. Statistics source data have been provided as Supplementary Data 1. All other data supporting the findings of this study are available from the corresponding author upon reasonable request.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Sample sizes were chosen after estimating effect size and at least n = 3.
Data exclusions	No data were excluded.
Replication	To ensure reproducibility, data were obtained at least two independent experiments with multiple samples.
Randomization	All experiments comparing treatment groups were made using randomly assigned siblings.
Blinding	n/a

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

Methods

n/a	Involved in the study
☒	☐ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology
☐	☒ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data

n/a	Involved in the study
☒	☐ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals	Zebrafish (Danio rerio) were used; wild-type AB strain, Tg(trap:GFP-CAAX)ou2031Tg, Tg(osterix:Lifect-mCherry)ou2032Tg . Three to twelve months of age zebrafish were used in this study. Both male and female animals were used equivalently.
Wild animals	n/a
Field-collected samples	n/a
Ethics oversight	All zebrafish were maintained in accordance with guidelines of the Committee on Animal Experimentation of Kanazawa University.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation	All procedures of sample preparation were described in the Materials and methods section of manuscript.
Instrument	FACS Aria III (BD Biosciences)
Software	Kaluza (ver. 1.3, Beckman Coulter)
Cell population abundance	We confirmed that almost all sorted cells were GFP or mCherry-positive by visual inspection using a fluorescent microscope. The numbers for cell sorting were chosen after estimating effect cell number.
Gating strategy	Gating strategies were indicated in each figure.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

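RNA was measured in 4 fractions sorted from fractured scales at 1 dpf, mCh+, GFP low and GFP high cells and EVs, with 8 libraries of 2 biological replicates per fraction from experiments that the paper states were performed once. The authors made cDNA by Quartz-Seq (oligo-dT priming, poly-A tailing and PCR), prepared libraries with a Nextera XT kit, sequenced them on a NextSeq500, mapped the reads to GRCz11 with HISAT2 2.1.0 and calculated RPM with Subread 1.6.4. The deposited files hold RPM values of 32057 Ensembl genes to 2 decimals. The authors selected up-regulated genes by a one-way ANOVA with a p cutoff of 0.05 and a change of more than 2-fold, and they ran the PCA on RPM values. The annotation release, the strand setting and the fraction against which the change was measured are not given in the sources used here.

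Values were used without a further scaling. The values of both mCh+ libraries were the same, so the fits hold 7 libraries in place of the 8 of the design, mCh+ is represented by 1 library, and no spread within mCh+ could be measured. The groups follow the paper's gates, with the labels for precursor and mature OCs taken as GFP low and GFP high. Replicates of a number across fractions were not taken as paired in the main comparison, and the sensitivity section gives the check of this choice. Read numbers were recovered from RPM, since 100% of the values were whole multiples of 1 read within 0.005 RPM. They gave the depth of each library and the RPM of 3 reads, which serves as a floor and covers counting error only. The share of reads in the 10 genes of most reads and the number of genes above 0 were listed per library.

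Work was done in R 4.3.3 and Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9). The main comparison was fixed before the data were examined, as were the gene lists and the alternatives of the sensitivity section that are not marked as added. limma 3.58.1 (trend and robust settings) was run on log2(RPM + 1) of the 14006 genes with at least 1 RPM in at least 2 libraries, with 4 fraction means, 3 residual degrees of freedom and a median of 4.05 prior degrees of freedom. The 9 contrasts were each fraction against the mean of the other 3 and 5 pairs of fractions. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 within its contrast and a log2 fold change beyond 1 in either direction, and each SE and adjusted p in the text comes from limma unless another tool is named. 35 gene lists were tested with camera of limma in 6 contrasts, 204 tests in all, with a preset correlation of 0.01 and with an estimated one, and their adjusted p covers the lists of a contrast. For each list the calls were also counted with the p adjusted over the list alone. A list with fewer than 3 tested genes was not tested as a whole.

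Genes were named by a rule: every gene that the paper names for RNA-seq or qPCR, the 8 genes of largest log2 fold change per fraction with a mean of at least 50 RPM, the 6 per direction in EV against mCh+ and GFP high against GFP low, and up to 4 called members of smallest p per list, 229 genes in all. Genes named by the size of their change were called and had a symbol. Their level in each library of the higher fraction also lay above that in every library compared. Of the symbols in the list of Fig. 6c, 17 of 19 were matched (*atp6v1ba* and *rab7b* were not), and of Fig. 6d 18 of 19 (*calca* was not). A symbol without an exact match was looked up without its last letter, and all gene IDs of a shared symbol were kept. The PCA used centred RPM of all genes and 2 components.

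The fit was tested on simulated data with 200 changed genes per comparison. Each gene was given the median replicate spread of genes of like abundance, the same in all fractions. The simulation therefore left out the wider spread of the EV libraries and of single genes, and its shares and false calls hold for that setting only. At 4-fold it called 74.6% of the changed genes in GFP high, 46.3% in mCh+ and 70.1% in EV, with 9, 4 and 6 false calls, and at 2-fold it called 20.9%, 6% and 10.4%. Alternatives were quantile normalization, other pseudocounts and filters, a replicate block, fits of only the libraries of a pair, the rule of the methods, PCA variants and each library left out. edgeR 4.0.16 and DESeq2 1.42.0 were run on recovered reads of the 5 libraries without GFP low, because the rounding to 2 decimals is largest relative to 1 read in GFP low, whose recovered reads were used for depth only, with 2 residual degrees of freedom and, for DESeq2, at least 10 reads in 2 libraries. Gene ontology enrichment was not run, since no ontology annotation was among the references, and gene lists took its place. The qPCR values of Supplementary Fig. 3 were used only for comparison with RPM ratios. Some results are not reported here.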

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

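All 10 tests of explanations in this section were chosen after the result was seen. Calls in gene lists that the paper does not discuss are given first: 2 of 4 tested B cell markers were higher in GFP high (*swap70* and *blnk*), 3 of 13 pigment cell markers were higher in GFP high (*gch2*, *pnp4a* and *mitf*), and 6 of 13 dermal fibroblast markers were higher in mCh+ (*dcn*, *lum*, *prrx1*, *pdgfra*, *twist1a* and *twist2*). Each is listed because it is signal in genes outside those the paper describes. *swap70* and *blnk* also have roles outside B cells, and the fibroblast markers *dcn* and *lum* are matrix genes of OBs as well.

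Macrophage markers were higher in EV. Against mCh+, their median log2 fold change was 1.76 in EV and 2.19 in GFP low, a ratio of 0.8, and 9 of the 10 most abundant markers were higher in both EV libraries than in mCh+. This test is void for RNA of macrophages in the EV gate, because both medians share the single mCh+ library, and the gate takes particles with low Hoechst signal, which would leave out nucleated macrophages. A lower share of OB RNA alone would raise other cell types alike. The macrophage median exceeded that of 18 keratinocyte markers (-0.39) by 2.15 (95% bootstrap interval 1.36 to 2.98, 10000 draws). This test cannot exclude the explanation either, because both medians share the single mCh+ library and the interval covers the spread over genes alone. Particles shed by the mCherry-positive cells of the GFP low gate could not be told apart: 0% of the macrophage list was called lower in EV than in GFP low, but only 0.0357% of all genes were called in that comparison, and the list median was -0.35. All of these explanations therefore stay open.

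The median level of 13 xanthophore genes was 0.54 RPM in mCh+, 69.8 in GFP low, 91.3 in GFP high and 12.3 in EV, while *bscl2* (ENSDARG00000037008) went against it, at 23.3 RPM in mCh+ and 23.4 and 10.3 in GFP low. Free RNA shared by all fractions would give mCh+ a like level, but the median in mCh+ was 0.774% of that in GFP low. This argues against free RNA but cannot exclude it, because it rests on the single mCh+ library. The SD over genes of log2 of GFP high over GFP low was 0.43 for xanthophore and 0.98 for 26 OC genes, a ratio of 0.444, as RNA of xanthophores in the GFP gates would give, although the gates take cells with *trap:GFP* signal and would leave out cells without it. The median log2 of GFP high over GFP low was 0.63 for xanthophore and 0.85 for OC genes, a difference of -0.22 (95% bootstrap interval -0.97 to 0.14), so expression by the OCs themselves stays open as well. The most abundant such gene, *aox5*, was at 670 and 728 RPM in the GFP high libraries, 316 and 446 in GFP low, 44.3 and 63.5 in EV and 9.23 in mCh+.

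The EV libraries differed more from each other (rank correlation 0.833 across genes) than the replicates of GFP low (0.94) or GFP high (0.942). Depth was excluded as the cause, with a read ratio of 1.01. *tyrp1* was at 22.2 and 346 RPM in the EV libraries, and whether pigment cell RNA in replicate 2 made the difference cannot be told apart by the correlation without 24 pigment cell genes (0.834), since leaving out the 24 genes of largest rank difference gives only 0.838. RNA added to replicate 2, of pigment cells or others, would take no gene to 0, yet 98 genes at 10 RPM or more in replicate 1 were at 0 in replicate 2, so it was excluded as the whole difference and stays open as a part. At 10 RPM or more in 1 EV library, 117 genes (98 in replicate 1 and 19 in replicate 2) were at 0 in the other, against 0 in GFP low and GFP high, which is consistent with transcripts lost from a small amount of RNA. Amounts of input RNA per library would settle this.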

How the results depend on the processing

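Counts of called genes depended on the libraries and settings. Of the genes called in the main comparison, all that were tested with another normalization, pseudocount or filter, with the replicate block or with a library left out kept their direction. These genes were selected by their fold change in the same libraries, so the kept direction is not an independent check. The largest counts came without an EV library. With 1 EV library left, the estimate of spread came from the GFP low and GFP high pairs alone. The median prior variance of limma was then 0.151 (without EV replicate 1) and 0.154 (without EV replicate 2). Without a GFP low or GFP high library it was 0.256 to 0.277. The EV pair was the most variable, with a rank correlation of 0.833 against 0.94 in GFP low and 0.942 in GFP high. At the same fold change a smaller spread gives more calls, and no further cause was tested. The main counts are 294 genes higher in mCh+, 32 in GFP low, 486 in GFP high and 436 in EV, and 619 genes different between GFP high and GFP low, 707 between EV and mCh+, 5 between EV and GFP low, 195 between GFP low and mCh+ and 1104 between GFP high and mCh+.

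Leaving out 1 library at a time gave 0 (without GFP low replicate 1 or 2) to 1327 genes higher in mCh+ (without EV replicate 1), 0 (without any GFP low or GFP high library) to 291 in GFP low (without EV replicate 2), 58 (without GFP high replicate 1) to 1086 in GFP high (without EV replicate 1) and 1 (without either GFP low library) to 893 in EV (without EV replicate 1). It gave 0 (without GFP low replicate 1) to 1578 genes different between GFP high and GFP low (344 higher and 1002 lower at unadjusted p under 0.05 where 0 were called), 0 (without either GFP low library) to 2945 between EV and mCh+ (890 and 1375 without GFP low replicate 1), 0 (without any GFP low or GFP high library) to 1639 between EV and GFP low (250 and 919 without GFP low replicate 1), 0 (without GFP low replicate 1 or 2 or GFP high replicate 1) to 1045 between GFP low and mCh+ (641 and 275 without GFP low replicate 1) and 227 (without GFP high replicate 2) to 2481 between GFP high and mCh+. The top values of these pairs came without an EV library. The list calls ranged from 101 to 109, and the PCA ratio from 0.453 to 0.543.

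Quantile normalization moved the median log2 fold change of all genes from -0.15 to 0.06 in GFP high against GFP low and from -0.18 to 0.06 in EV against mCh+, and gave 74 genes higher in GFP low, 33 different between EV and GFP low and 376 between GFP low and mCh+. A pseudocount of 0.1 RPM gave 166 higher in mCh+, 13 in GFP low and 0 between EV and GFP low (336 higher and 1579 lower at unadjusted p under 0.05), and 5 RPM gave 510 in mCh+ and 15 between EV and GFP low. Without a filter, limma called 0 in GFP low (669 at unadjusted p under 0.05), 298 in GFP high, 147 in EV, 229 between GFP high and GFP low, 0 between EV and GFP low (387 higher and 1473 lower) and 78 between GFP low and mCh+. With at least 5 RPM in 2 libraries, 27 genes differed between EV and GFP low. The adjusted p alone, without the fold minimum, moved none of the 9 counts by more than 1.5 times.

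A replicate block (pairing of libraries that share a replicate number) gave 50 genes higher in GFP low and 24 different between EV and GFP low. Residual correlations of libraries with the same number were 0.17 for GFP low and GFP high, 0.07 for GFP low and EV and 0.07 for GFP high and EV, so the number was not taken as a shared origin.

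Fits of only the libraries of the 2 fractions gave 1542 genes different between GFP high and GFP low, 0 between EV and mCh+ (570 higher and 1072 lower at unadjusted p under 0.05), 0 between EV and GFP low (301 and 1205) and 1196 between GFP low and mCh+. The rule of the methods with the fold against the mean of the others gave 1081 in mCh+ and 252 in GFP low, and with the fold against the highest other fraction 688 in mCh+, 78 in GFP low, 290 in GFP high and 137 in EV. Genes higher than each of the other 3 fractions separately numbered 9 in mCh+, 0 in GFP low, 89 in GFP high and 0 in EV. Alternatives added after the data were examined were fits without EV libraries, with 1081 genes higher in mCh+, 530 in GFP low and 761 in GFP high, and 1589 different between GFP high and GFP low, 1062 between GFP low and mCh+ and 2504 between GFP high and mCh+; fits without mCh+, with 399 higher in GFP high and 423 in EV; and counts. On recovered reads edgeR called 0 genes between EV and mCh+ (920 higher and 1129 lower at unadjusted p under 0.05) and 255 between GFP high and mCh+, and DESeq2 called 1070 and 1286. In the fits without EV libraries or without mCh+, each fraction was set against the mean of the remaining ones, which is another comparison than the main one. Count tools on deposited counts were not run, since the values are RPM. The mCh+ replicates hold the same values and stand as 1 library, so leaving out 1 of them changes nothing.

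The PCA ratio was 0.671 on log2(RPM + 1), 0.23 not centred, 1.47 on 500 genes and 0.55 over all dimensions. Of the list calls, 108 of 204 tests, 112 were made after quantile normalization, 110 with the block and 0 with an estimated correlation. Without GFP high replicate 2, the direction of mitochondrially encoded genes was reversed in GFP high against the other fractions (adjusted p = 0.653) and against GFP low (adjusted p = 0.376), while without GFP high replicate 1 it was kept (adjusted p = 1.3e-07 and 1.18e-07). The uncalled log2 fold changes of some genes changed sign in GFP high. *ptk2b* (ENSDARG00000022841) ranged from -0.12 without EV replicate 2 and -0.09 without GFP high replicate 2 to 0.37 without EV replicate 1. *ptk2b* (ENSDARG00000039577) ranged from -0.21 without EV replicate 2 and -0.2 without GFP high replicate 1 to 0.77 without EV replicate 1. *itgb3* (ENSDARG00000056767) was at -0.04 with the replicate block, and ranged from -0.42 without GFP high replicate 1, -0.07 without EV replicate 2 and 0 without GFP low replicate 2 to 0.7 without GFP high replicate 2. In mCh+, *csf1b* was at -0.07 without EV replicate 2 and 1.34 without EV replicate 1. *tnfsf11* was at 0.31 in EV and 0 in GFP low without EV replicate 2, and at -2.15 in EV and 0.82 in GFP low without EV replicate 1.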

Differences from the paper's values

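The numbers of up-regulated genes in Fig. 6e, read by eye, are larger than those here in all 4 fractions, by more than 1.5 times in 3 of them. In mCh+ the paper's value is about 1700 and the count here 294. Of the alternatives set before the data were examined, only the fit without EV replicate 1 comes within 1.5 times of it. Quantile normalization, the pseudocounts, the filters, the replicate block, the rule of the methods and the other left-out libraries do not. In GFP low the paper's value is about 610 and the count here 32, and no alternative set before the data were examined reaches it. A fit without EV libraries, chosen after seeing the values, gives 530, but it sets GFP low against the mean of mCh+ and GFP high alone. In GFP high the paper's value is about 850 and the count here 486. Quantile normalization (696) and the fits without EV replicate 1 or EV replicate 2 come within 1.5 times of it and the rest do not. The fit without EV libraries, chosen after seeing the values, gives 761, against the mean of mCh+ and GFP low alone. In EV the paper's value is about 570 and the count here 436. The thresholds differ: the methods name a p cutoff of 0.05, and more than 2-fold, and the reporting summary marks a description of corrections such as for multiple testing as not applicable, while the calls here use an adjusted p. The paper reports 2 biological replicates, while only 1 distinct mCh+ library was available here, so its fit may have held a further one.

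Supplementary Fig. 3 gives qPCR levels relative to mCh+, a different assay, and 24 ratios of 8 genes were compared with RPM ratios. A ratio was taken to differ where the gap exceeded the larger s.d. and the values were more than 1.5 times apart. By this rule 15 of 24 ratios did not differ, and 19 lay on the same side of 1. The rule is lenient where the s.d. is wide: *sp7* in EV, at 0.00022 ± 0.000465 by qPCR and 0.0277 ± 0.0391 in RPM, was taken not to differ. The remaining gene of that figure, *osteocalcin* (*bglap*), which the paper states was enriched in mCh+, was listed at 0 in all libraries here and could not be compared. For *sp7* in GFP low the paper's value is 0.000328 ± 0.00103 and the RPM ratio here 0.231 ± 0.219, which differ no more after quantile normalization (0.19 ± 0.21), by the width of its s.d., and still differ without GFP low replicate 1 (0.386) or GFP low replicate 2 (0.0756, the nearest value). For *acp5* the paper's values are 54.6 ± 2.34 in GFP high and 2.04 ± 0.0212 in EV, and those here 107 ± 22.9 and 3.15 ± 0.431. In EV the value stayed higher but came within 1.5 times of the paper's only without EV replicate 2 (2.84). In GFP high no alternative did so. For *tnfrsf11a* (*rank*) the paper's values are 3.78 ± 0.0415 in GFP low, 1.7 ± 0.0809 in GFP high and 2.64 ± 0.141 in EV, and those here 0.507 ± 0.157, 0.808 ± 0.211 and 0.529 ± 0.123, which no alternative brings to them. For *tnfsf11* (*rankl*) the paper's values are 1.55 ± 0.0581, 0.627 ± 0.0114 and 1.66 ± 0.0548, and those here 0.65 ± 0.0163, 0.356 ± 0.15 and 0.428 ± 0.49. In GFP high the value stayed lower but came within 1.5 times of the paper's without GFP high replicate 1 (0.462) or after quantile normalization (0.442). In GFP low and EV no alternative did so.

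For *rank* and *rankl* the order of the fractions differed as well, although the place of mCh+ in RPM rests on its single library. The paper states that *rank* and *rankl* were predominantly detected in GFP low and EV by qPCR. In RPM *tnfrsf11a* was highest in mCh+ (72.3, against 58.4 ± 15.2 in GFP high, 36.7 ± 11.4 in GFP low and 38.3 ± 8.9 in EV), where Fig. 6c shows it highest in EV replicate 1. The level of *tnfsf11* was highest in mCh+ at 13.9 RPM, but its EV libraries lay far apart, at 10.8 and 1.14 RPM. The difference from qPCR is therefore not established for *tnfsf11*. For *tnfrsf11a* the order differed without mCh+ too. By qPCR GFP high was the lowest of GFP low, GFP high and EV. In RPM both GFP high libraries (69.2 and 47.6) lay above those of GFP low (44.7 and 28.6) and EV (32 and 44.6), in part by a small margin and with n = 2 each. Other genes kept the paper's direction without passing. The paper states that *csk* and *itgb3b* were enriched in GFP high, where *csk* and *itgb3* (ENSDARG00000045070) had their highest level here and neither was called, although *itgb3* was called after quantile normalization (log2 fold change 1.44) and without EV replicate 1 (1.43) or EV replicate 2 (1.1). The paper states that *alpl*, *runx2b*, *wnt10b*, *csf1a* and *tgfb1a* were highly expressed in mCh+, where their log2 fold changes were above 0 and not called here. Its *efnb2a* matches 2 genes with the symbol *efnb2*, of which ENSDARG00000074050 (7.83 RPM in mCh+) was called and the more abundant ENSDARG00000020164 (50.6 RPM) was not (0.98). *csf1a* was called after quantile normalization (2.53), with a pseudocount of 5 RPM (1.91), with the filter at 5 RPM (2.61) and without EV replicate 1 (2.48) or EV replicate 2 (2.74), *runx2b* without EV replicate 1 (2.31) or EV replicate 2 (1.61), and *tgfb1a* without EV replicate 1 (1.74) or EV replicate 2 (1.29). The paper describes GFP low and GFP high as very closely associated in the PCA, and here their distance relative to that of mCh+ and EV was 0.499 with centring, 0.23 without it, 0.55 over all dimensions, 0.671 on log2(RPM + 1) and 1.47 on the 500 genes of highest variance, where mCh+ and EV lay closer.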

Other observations

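Amino acid transport genes went both ways in EV. *slc43a3* was at 547 ± 11.7 RPM in EV, 352 ± 60.9 in GFP low and 11.4 ± 3.38 in GFP high (s.d., n = 2 each) and 141 in mCh+, and was called higher in EV (log2 fold change 2.7, SE 0.22, adjusted p = 0.00484) and in GFP low (1.84, SE 0.22). *slc43a2* was at 145 ± 1.63, 158 ± 12.7, 3.52 and 26.9 RPM, and the heavy chain gene *slc3a2a* was at 183 ± 32.8 RPM in EV and 11.7 in GFP high. Of 45 amino acid transport genes, 10 were higher in EV, 7 lower and 28 did not pass (11 higher and 8 lower when adjusted over the list alone; adjusted p = 0.413), and *slc6a8*, a creatine transporter gene, was listed at 0 in both EV libraries and at 32.1 RPM in GFP high. Of 60 lipid transport genes, 8 were higher in EV, 3 lower and 49 did not pass (9 higher and 4 lower when adjusted over the list alone; adjusted p = 0.251). No gene of these lists passed in EV without GFP low replicate 1 or GFP low replicate 2.

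Of 38 immediate early and stress genes, 0 were higher in EV, 8 lower and 30 did not pass (12 lower when adjusted over the list alone; adjusted p = 1.75e-05, adjusted p = 0.4 with an estimated correlation), with *hsp70.3* at a log2 fold change of -1.18 (SE 0.1) and *fosb* at -1.89 (SE 0.21). No gene was called lower in EV without GFP low replicate 1 (1460 at unadjusted p under 0.05) or without GFP low replicate 2 (1372), and *hsp70.3* was not after quantile normalization. The splicing kinase gene *clk4a* was at 110 RPM in EV and 266, 290 and 287 in mCh+, GFP low and GFP high (-1.36, SE 0.16, not called without either GFP high library). Of 77 ribosomal protein genes none was called in EV, with a median log2 fold change of 0.57 (adjusted p = 2.31e-16, adjusted p = 0.556 with an estimated correlation), and of 13 mitochondrially encoded genes 1, *mt-co3*, was higher at 1249 RPM (adjusted p = 1.5e-05, adjusted p = 0.556 with an estimated correlation).

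A hypothesis from these values is that part of the EV gate holds RNA from GFP low cells. It predicts that staining of the EV gate for a macrophage surface protein would split it into a part with *lgmn* RNA and a part without. Sorting EVs from animals that lack macrophages would test it too.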
